# Identification of Metabolic Pathways Influenced by the G-Protein Coupled Receptors GprB and GprD in *Aspergillus nidulans*

**DOI:** 10.1371/journal.pone.0062088

**Published:** 2013-05-01

**Authors:** Wagner R. de Souza, Enyara Rezende Morais, Nadia Graciele Krohn, Marcela Savoldi, Maria Helena S. Goldman, Fernando Rodrigues, Camila Caldana, Charles T. Semelka, Andrey P. Tikunov, Jeffrey M. Macdonald, Gustavo Henrique Goldman

## Abstract

Heterotrimeric G-protein-mediated signaling pathways play a pivotal role in transmembrane signaling in eukaryotes. Our main aim was to identify signaling pathways regulated by *A. nidulans* GprB and GprD G-protein coupled receptors (GPCRs). When these two null mutant strains were compared to the wild-type strain, the *ΔgprB* mutant showed an increased protein kinase A (PKA) activity while growing in glucose 1% and during starvation. In contrast, the *ΔgprD* has a much lower PKA activity upon starvation. Transcriptomics and ^1^H NMR-based metabolomics were performed on two single null mutants grown on glucose. We noted modulation in the expression of 11 secondary metabolism gene clusters when the *ΔgprB* and *ΔgprD* mutant strains were grown in 1% glucose. Several members of the sterigmatocystin-aflatoxin gene cluster presented down-regulation in both mutant strains. The genes of the NR-PKS monodictyphenone biosynthesis cluster had overall increased mRNA accumulation in *ΔgprB*, while in the *ΔgprD* mutant strain the genes had decreased mRNA accumulation. Principal component analysis of the metabolomic data demonstrated that there was a significant metabolite shift in the *ΔgprD* strain. The ^1^H NMR analysis revealed significant expression of essential amino acids with elevated levels in the *ΔgprD* strain, compared to the wild-type and *ΔgprB* strains. With the results, we demonstrated the differential expression of a variety of genes related mainly to secondary metabolism, sexual development, stress signaling, and amino acid metabolism. We propose that the absence of GPCRs triggered stress responses at the genetic level. The data suggested an intimate relationship among different G-protein coupled receptors, fine-tune regulation of secondary and amino acid metabolisms, and fungal development.

## Introduction

Signal transduction pathways are essential for the living organisms, controlling the majority of physiological responses. Heterotrimeric G-protein-mediated signaling pathways play a pivotal role in transmembrane signaling in eukaryotes, through the modulation of an extracellular stimulus and its transmission within the cell. G-protein signaling is comprised of three parts: (i) a seven-transmembrane-spanning G-protein coupled receptor (GPCR); (ii) a heterotrimeric G protein consisting of α, β and γ subunits, and (iii) an effector. After sensitization of a specific GPCR by ligand binding, conformational changes of the Gα subunit occur, resulting in an exchange of GDP to GTP in this subunit. The GTP-bound Gα subunit undergoes another conformational switch, promoting the dissociation of Gα-GTP and Gβγ subunits, and both separated subunits can amplify and propagate signals by modulating activities of effector molecules [1].

Fungi are excellent models to study environmental sensing because they have simple but evolutionarily conserved signal transduction pathways similar to those present in many eukaryotes. Microorganisms, such as fungi, have evolved mechanisms in order to sense and adapt to their environment. In this context, GPCRs are the largest family of transmembrane receptors that are able to sense signals, especially pheromones and nutrients [2]. The pathways regulated through GPCRs control various aspects of growth, morphogenesis, mating, and virulence [3]. A combinatorial search of various fungal genomes was performed in order to identify putative GPCRs in the model filamentous fungus *Aspergillus nidulans*. The results identified nine genes predicted to encode GPCRs, designated GprA to GprI, and subsequent phylogenetic analyses grouped them into four classes [4]. Subsequent studies on *A. nidulans* demonstrated that seventeen geens, designated GprA-P and NopA, actually encode for at least sixteen putative GPCRs [5], [6].

GprB and GprD were previously characterized in *A. nidulans* [4], [7]. GprB is similar to the pheromone receptor Ste3p of *S. cerevisiae* [4] and appears to be required for self-fertilization in *A. nidulans*. A null *gprB* mutant affects self-fertilized fruiting body formation (without affecting vegetative growth), asexual development, Hülle cell production and heterothallic sexual development [7]. GprD is required to negatively modulate sexual development in *A. nidulans* based on results showing a null *gprD* mutant led to uncontrolled activation of sexual development, and subsequent developmental abnormalities [4]. All the promoter regions of *gprB/D* contain two or three copies of a pentanucleotide stress response element (STRE; 5′-AGGGG-3′), and various stresses can affect sexual development in fungi [7]. A recent study proposed that the ligand for GprD belongs to a class of hormones known as oxylipins [8]. Treatment of *A. nidulans* wild-type with plant oxylipins results in cAMP accumulation, but this is prevented in the absence of the *gprD* gene. Despite the recent characterization of GprB and GprD, the signals and mechanisms responsible for their functions remain to be characterized. Therefore, we identified signaling pathways regulated by *A. nidulans* GprB and GprD. Transcriptomics of two single mutants grown on glucose was performed to quantify the differential gene expression in the strains lacking *gprB* and *gprD*, compared to the wild-type strain. In addition, metabolomic analysis using ^1^H nuclear magnetic resonance (NMR) spectroscopy generated a metabolic fingerprint comparing levels of many compounds present in the wild-type and the mutant strains grown in glucose. Our results present a broad view of metabolic pathways affected by GprB and GprD in *A. nidulans*.

## Results and Discussion

### Phenotypical characterization of A. nidulans strains grown on different carbon sources

In a first attempt to elucidate the biological role of GprD and the putative pheromone receptor GprB in *A. nidulans*, corresponding gene deletion mutants were grown on different carbon sources to validate that the absence of *gprB* or *gprD* genes affects carbon utilization. The growth of the *ΔgprB*, *ΔgprD*, and the wild-type strains was analyzed on minimal medium (MM) containing mono-(25 mM each) and polysaccharydes (1% each) and glycerol (2%) grown at 37°C. As shown in Figure 1, under all tested conditions, the radial diameter of the colonies of the mutant strains was comparable to that of the wild-type strain. Similarly, there were no growth differences at 30, 37, and 44°C (data not shown). These results indicate that the mutant strains are able to metabolize all tested sugars. Therefore, the corresponding deleted genes are not essential sensor molecules for growth on the carbon sources tested.

**Figure 1:**
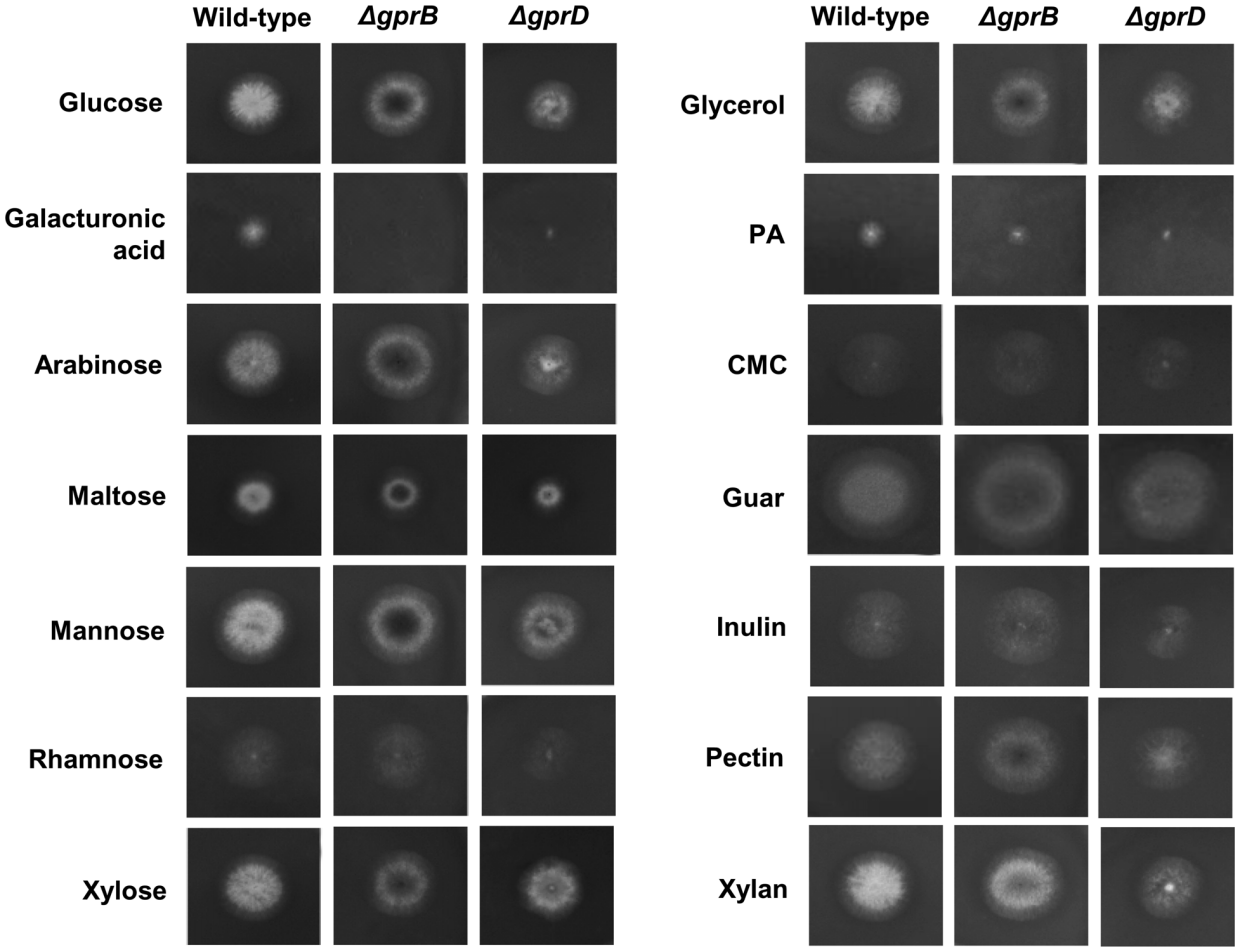
The *ΔgprB* and *ΔgprD* growth on different carbon sources. Growth phenotypes of strains having the indicated relevant, partial genotypes on the indicated solid media after 72 hours at 37°C.

The accumulation of mRNA encoding for GprB and GprD was quantified in wild-type at different glucose concentrations and during carbon starvation (Figure 2). There was an increase in *gprB* and *gprD* mRNA accumulation when the wild-type strain was grown in 1% glucose (Figures 2A–B), while only the *gprB* mRNA accumulated at the lower glucose level of 0.1% (Figure 2A). We also evaluated the mRNA accumulation of *gprB* and *gprD* during carbon starvation in wild-type (Figures 2C–D). Both genes had a decrease in their mRNA accumulation after 12 hours of starvation (Figures 2C–D); however at 24 hours of starvation, there is an increase in *gprB* and a decrease in *gprD* mRNA accumulation (Figures 2C–D). Curiously, the *gprB* mRNA levels were comparable after 24 hours of starvation and when they were grown in 1% glucose (Figure 2). We cannot currently provide a reasonable explanation for this observation.

**Figure 2:**
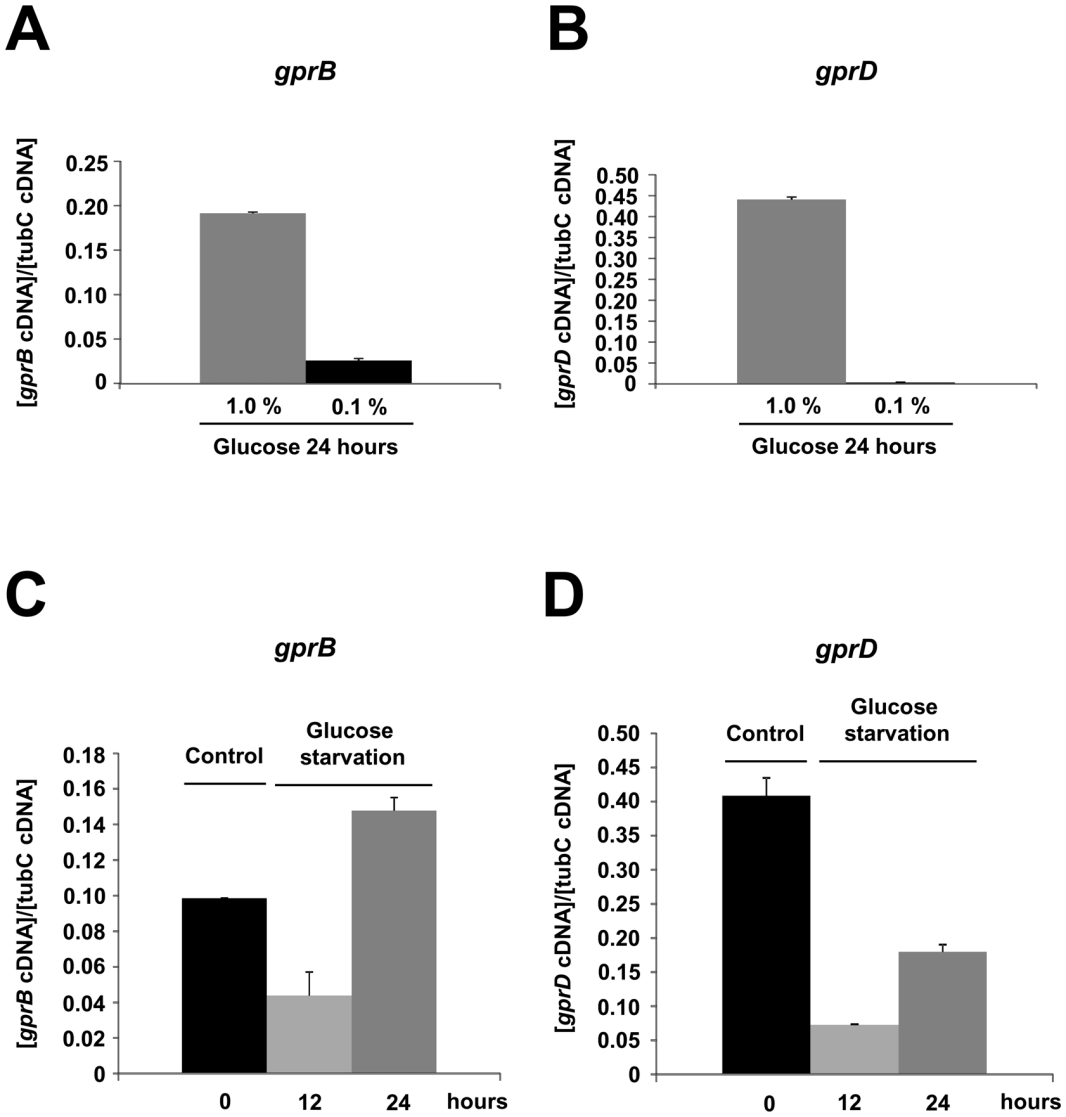
The *gprB* and–*D* mRNA accumulation levels in different growth conditions in the wild-type strain. (A) and (C) gprB; (B) and (D) *gprD*.

We constructed GprB::GFP and GprD::mRFP strains aiming to verify their sub-cellular localization. These two strains have identical phenotypes to the wild-type strain (data not shown). In general, receptors located in the cellular membrane need to be desensitized after activation by their ligands in order to avoid a constitutive signal. In this way, receptors are internalized and can be either degraded or recycled [9], [10]. We have followed their sub-cellular location by germinating them for 30 minutes, 1, 2, 4, 6, 8, and 12 hours at 37°C in either MM without any carbon source, 0.1% glucose or 1.0% glucose. In the earlier time points like 30 minutes and 1, 2, 4, and 8 hours the GprB::GFP was not visible (Figure 3A and data not shown). However at 12 hours germination in all media, this fluorescence appeared diffused in the cytoplasm (Figure 3A). In contrast, GprD::mRFP showed a detectable fluorescence for all time points and media (Figure 3B). When conidia were germinated in MM without any carbon source, there is fluorescence at 2 to 12 hours localized more intensely at the periphery of the swollen conidia, probably concentrated at the emerging apical tip of future germling (Figure 3B). In MM+0.1% glucose, GprD::mRFP is present at the periphery of the germling at 2, 4, 6, and 8 hours, starts to be removed to the single vacuole (12 hours; Figure 3C; second lane). In MM+1.0% glucose, there is a strong accumulation of GprD::mRFP at the periphery of the cell at 30 minutes, 1, 2, and 4 hours (Figure 3D). From 6 to 12 hours, there is intense formation of vesicles and translocation to the single vacuole (Figure 3D).

**Figure 3:**
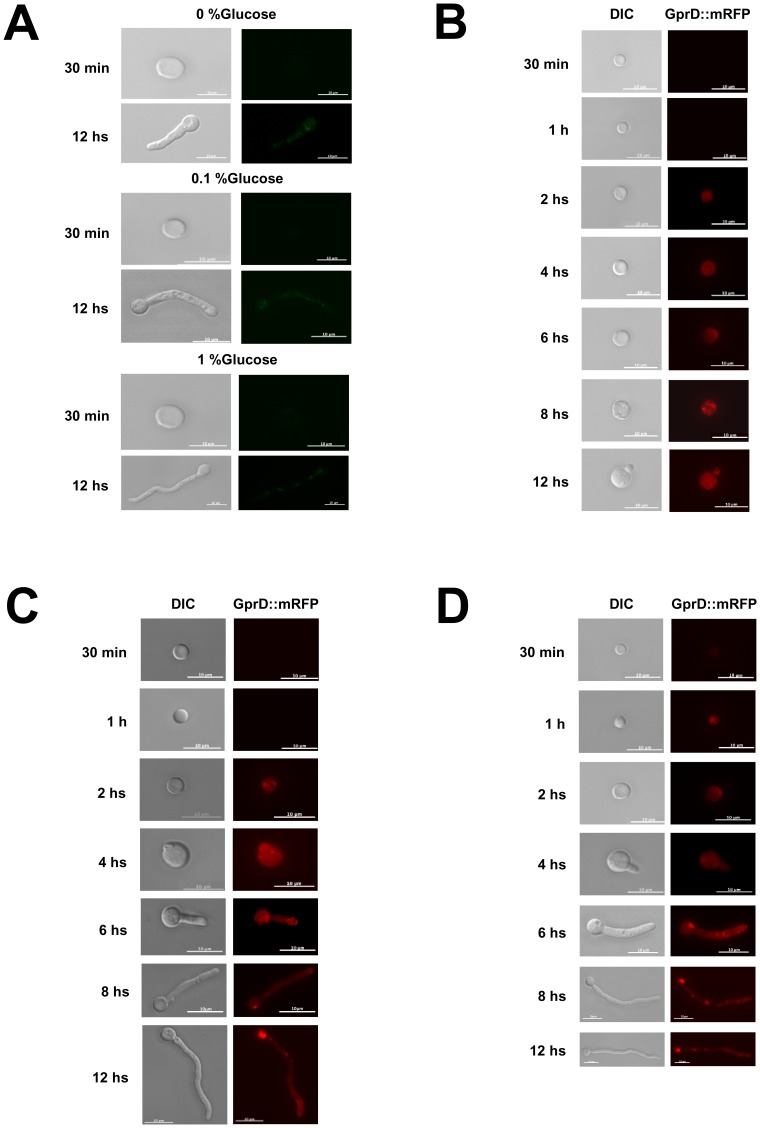
Sub-cellular location of GprB and–D. (A) GprB::GFP, (B) GprD::mRFP (grown in MM+0% glucose), (C) GprD::mRFP (grown in MM+0.1% glucose), and (D) GprD::mRFP (grown in MM+1.0% glucose) at 30°C (Bars, 10 µm).

Protein kinase A (PKA) has a very important role in growth. PKA helps cells to respond to glucose and links cell cycle progression to mass accumulation (for a review, see [11], [12]). *S. cerevisiae* Gpa2, a Gα subunit of the heterotrimeric G proteins, and Gpr1, a G protein-coupled receptor, that physically interacts with Gpa2, define a nutrient-sensing pathway that works in parallel with Ras to activate PKA (for a review, see [12]). Several studies suggest that Gpr1/Gpa2 activate PKA through activation of adenylate cyclase [13], [14]. We evaluated how starvation affects the PKA activity in the wild-type, *ΔgprB*, and *ΔgprD* mutant strains. By growing them for 24 hours in liquid minimal medium supplemented with 2% glucose, and then tranferring the mycelia to a liquid minimal medium without a carbon source for 12 and 24 hours (Figure 4). Upon starvation, all three strains displayed increased PKA activity (Figure 4). When these two null mutants were compared to the wild-type strain, the *ΔgprB* mutant showed an increased PKA activity in both the control (before transferring to liquid medium without any carbon source) and during starvation (Figure 4A). In contrast, the *ΔgprD* had a much lower PKA activity upon starvation (Figure 4B).

**Figure 4:**
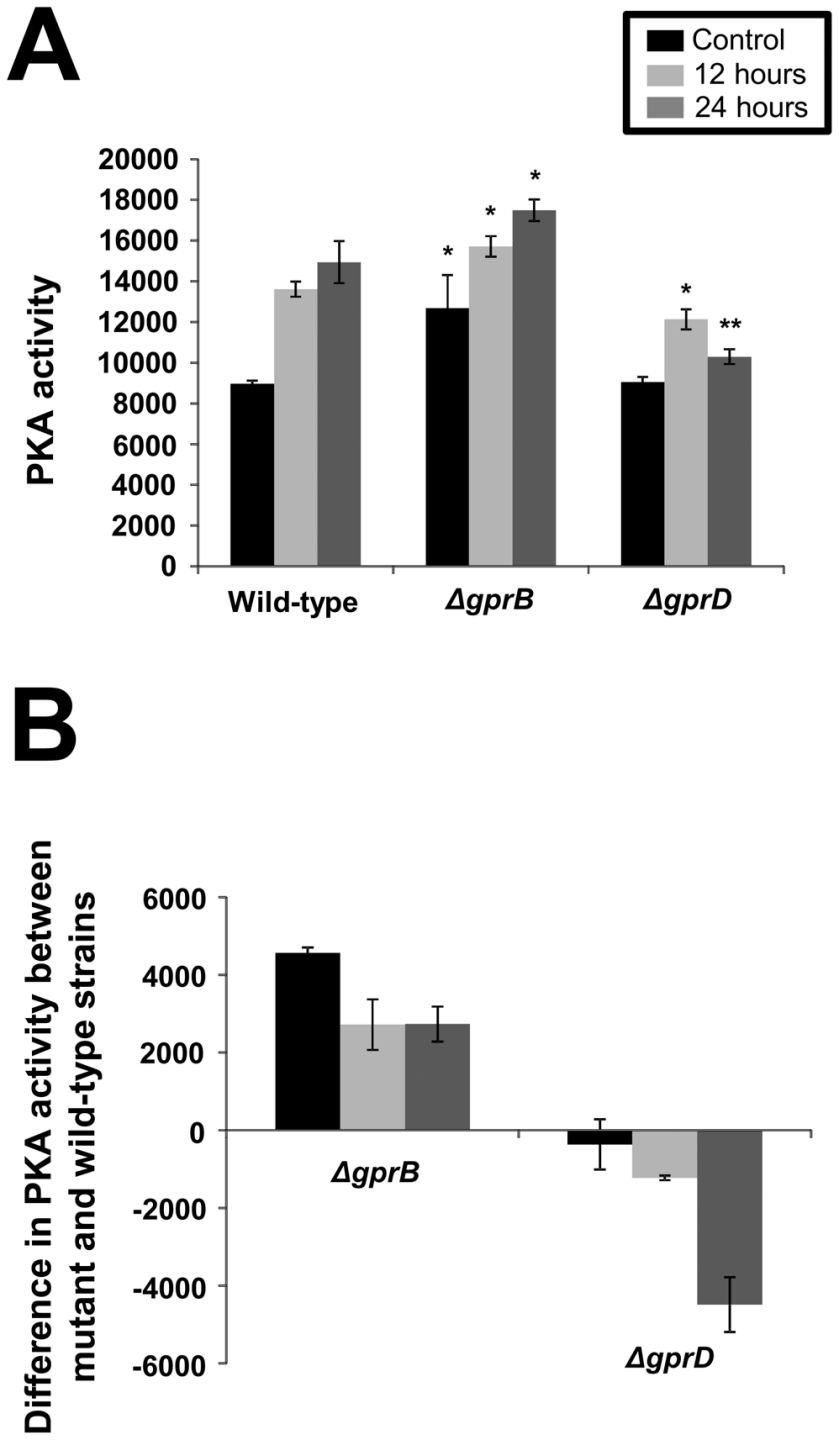
Determination of the protein kinase A activity for the wild-type, *ΔgprB* and *ΔgprD* mutant strains. Protein kinase A (PKA) activity is increased and decreased in the *ΔgprB* and *ΔgprD* mutant strains, respectively, upon carbon starvation. These three strains were grown for 24 hours in liquid minimal medium supplemented with 2% glucose. Then, their mycelia were transferred to liquid minimal medium without carbon source for 12 and 24 hours. The control represents PKA activity before transferring the mycelia to liquid medium without any carbon source. (A) Absolute levels of PKA activity from cultures of the wild-type, *ΔgprB*, and *ΔgprD*mutant strains for control MM+2% glucose) and carbon-starved for 12 and 24 hours. (B) Difference in PKA activity between the wild-type strain and *ΔgprB* and *ΔgprD*mutant strains. One unit of kinase activity is defined as the number of nanomoles of phosphate transferred to a substrate per minute per milliliter. The *t*-test was used to compare the mutant strains with the wild-type strain (*p*-value<0.05, **, and<0.01 *).

During *S. cerevisiae* growth, high PKA activity occurs in the presence of rapidly fermented sugars like glucose or sucrose. Growth arrest of fermenting cells or growth on a respiratory carbon source, like glycerol or ethanol, is associated with low activity of the PKA pathway. *S. cerevisiae* PKA is inactive, existing as a tetrameric holoenzyme composed of two catalytic subunits encoded by one of three redundant *TPK* genes (*TPK1*, *TPK2*, and *TPK3*) and two regulatory subunits encoded by *BCY1* [11], [12], [15]. The addition of glucose to cells induces a rapid elevation of the cAMP level due to activation of adenylate cyclase (Cyr1) via the Gpr1/Gpa2 and the Ras1/Ras2 pathways [16]. Binding of cAMP to the Bcy1 inhibitory subunit of PKA liberates the catalytic subunits, resulting in their activation [16]. Glucose-starvation for 12 and 24 hours in *A. nidulans* induced a 60% increase in PKA activity. Interestingly, *ΔgprB* and *ΔgprD* showed contrasting behavior, *i.e.* the lack of GprB promoted an increase in PKA activity during growth on glucose and during starvation. On the other hand, the absence of GprD greatly reduced PKA activity under starvation conditions.

### Transcriptome analysis of A. nidulans ΔgprB and ΔgprB strains grown on glucose

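The expression data came from 8 two-colour Agilent arrays carrying 11143 probes, 1 for each A. nidulans gene, of which 9499 were spotted 4 times and 1564 were spotted 3 times. On every array the Cy3 channel carried wild-type RNA and the Cy5 channel carried mutant RNA. No dye was swapped, so a preference of a probe for a dye stayed in its ratio. The ΔgprB and ΔgprD strains sampled after 24 and 48 h gave 4 conditions with 2 arrays each, and the precision was limited by this number of arrays. Both mutants carried argB as the marker of the deletion, and the methods list pabaA1 and yA2 for the ΔgprB strain and biA1 for the ΔgprD strain, so each mutant differed from the wild type in more than the deleted gene. The authors subtracted the background and normalized each array with the linear lowess of Feature Extraction, which gave a log10 Cy5/Cy3 ratio for each spot. Between 77.4% and 92.0% of the gene spots of an array were well above background in a channel. The log10 ratios were converted to log2, control spots and spots marked as outliers were left out, and the spots of each gene were averaged on each array. The 10114 genes well above background in either channel on at least 2 of the 8 arrays were tested with limma in 1 fit with a mean for each condition. A gene was called up- or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 with a mean log2 ratio of at least 1 in size.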

To gain insight into which genes were influenced by the absence of *gprB* or *gprD* genes, we determined the transcriptional profile of *A. nidulans* strains grown on glucose 1%. 

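The labels of the ΔgprD 48 h arrays named their wild-type reference as grown for 24 h in 1 place and for 48 h in the others. Across 10111 genes, which are not independent replicates, the Cy3 signal of both these arrays correlated with that of the ΔgprB 48 h arrays at r = 0.997. With the Cy3 signal of the ΔgprB 24 h arrays the correlations were 0.819 and 0.824. The deleted genes were examined before all others. For gprD (AN3387), the log2 ratio on the ΔgprD 48 h arrays was -3.41 ± 0.43 (SD, n = 2, adjusted p = 0.000165 from limma), and its Cy5 signal was well above background on 0 of the 2 arrays, which made it at least 7.62-fold lower than the wild type. On the arrays labelled ΔgprD 24 h, gprD was well above background in both channels, with a log2 ratio of 0.50 ± 0.46 (SD, n = 2, adjusted p = 0.0833). The signal of gprD goes against the label of these arrays, so the results from them are given for the arrays labelled ΔgprD 24 h. In the ΔgprB strain, gprD had a log2 ratio of -0.50 ± 0.29 (SD, n = 2, adjusted p = 0.112) at 24 h and 1.24 ± 0.26 (SD, n = 2, adjusted p = 0.00918) at 48 h. The marker gene argB (AN4409) had a log2 ratio of 1.39 ± 0.031 (SD, n = 2) on the arrays labelled ΔgprD 24 h and -3.39 ± 0.29 (SD, n = 2) at 48 h. AN4408, which lies beside argB, was lower at both, by log2 ratios of -2.67 ± 0.63 and -3.36 ± 0.011 (SD, n = 2). No table used here pairs gprB with an identifier of the array, so its deletion was not checked.

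**Figure D1:**
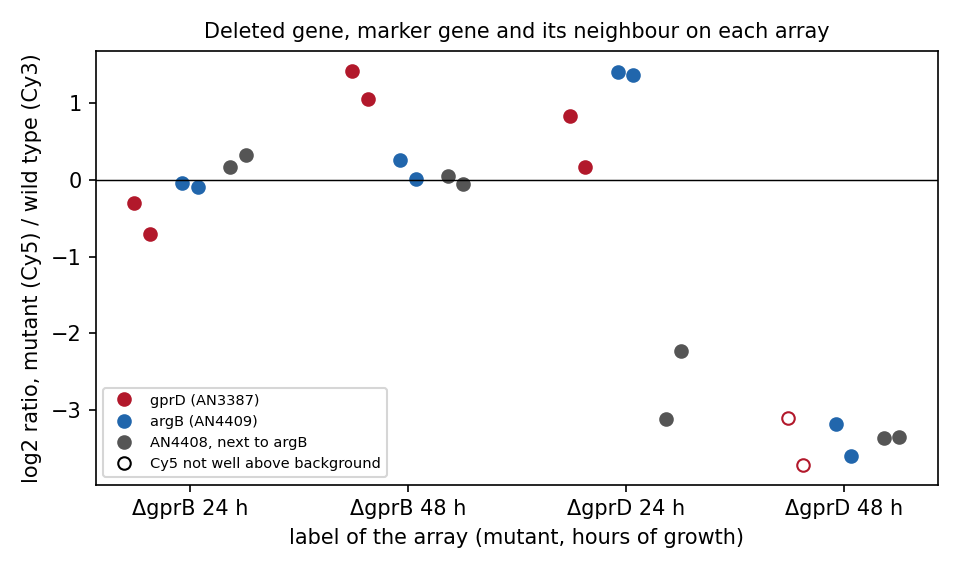
Log2 Cy5/Cy3 ratio (y axis) of gprD, argB and AN4408 on each of the 8 arrays, grouped by the condition of their label (x axis); each point is 1 array, and an open circle marks a Cy5 signal not well above background. For gprD the points of the arrays labelled ΔgprD 24 h lie at 0.83 and 0.18, and those of the ΔgprD 48 h arrays at -3.11 and -3.71.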

The wild-type, *ΔgprB*, and *ΔgprD* strains were grown on 1% glucose for 24 and 48 hours at 37°C. The wild-type strain was used as reference, and differentially expressed genes were observed in the mutant strains. Only significant (p<0.01) differentially expressed genes, up-or down-regulated, were considered with log_2_ Cy5/Cy3 ratios≥1 and≤1. In the *ΔgprB* strain we observed 308 and 311 differentially expressed genes at 24 and 48 hours, respectively, and 341 and 312 genes in the *ΔgprD* strain at 24 and 48 hours, respectively (Supplementary Table S1). 

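Of the 10114 genes tested, 457 were up-regulated and 519 were down-regulated in ΔgprB at 24 h, and 454 and 444 at 48 h. On the arrays labelled ΔgprD 24 h, 1214 genes were up-regulated and 1509 were down-regulated, and in ΔgprD at 48 h these numbers were 836 and 777. The median SD of a gene between the replicate arrays was 0.12 in ΔgprB at 24 h, 0.097 in ΔgprB at 48 h, 0.14 on the arrays labelled ΔgprD 24 h and 0.11 in ΔgprD at 48 h on the log2 scale. Of the alternatives with a test of the same kind, a normexp background correction with loess moved these numbers most, to 119 and 235 in ΔgprB at 24 h. They moved further with the methods' t-test of the array means, which takes the spread of each gene from its own arrays alone. At its unadjusted threshold this test called 68 genes in ΔgprB at 24 h, 104 in ΔgprB at 48 h, 256 on the arrays labelled ΔgprD 24 h and 170 in ΔgprD at 48 h. At a Benjamini-Hochberg adjusted p under 0.01, stricter than the 0.05 used for limma, it called 0 genes in every condition. At an unadjusted p under 0.05 it called 298, 433, 1128 and 750. Without ΔgprB 24 h replicate 2 the limma numbers for ΔgprB at 24 h fell to 222 and 293, and without ΔgprB 48 h replicate 1 those at 48 h fell to 282 and 292. The 307, 310, 340 and 311 genes of Table S1 came out exactly from the one-class t-test over the 4 arrays of both time points. This test was run on the authors' deposited log2 ratios and was chosen after the values had been seen. The methods do not state that the time points were pooled. Of the genes of Table S1 that were tested, limma called 282 of 305, 290 of 307, 338 of 340 and 309 of 311 in the same direction, in the same order of conditions, and 0 in the opposite one. Genes were ranked if they were called, well above background in the brighter channel and changed in the same direction on both arrays. Among these, the strongest up-regulation was that of AN2380 in ΔgprB, AN7903 on the arrays labelled ΔgprD 24 h and AN0528 in ΔgprD at 48 h. Their log2 ratios were 5.49 and 5.83 at 24 and 48 h for AN2380, 5.25 for AN7903 and 6.80 for AN0528, and AN7903 had 3.55 and 6.95 on its single arrays. The strongest down-regulation reached log2 ratios of -5.99 for AN11584 and -4.92 for AN7836 in ΔgprB at 24 and 48 h, -7.47 for AN0146 on the arrays labelled ΔgprD 24 h and -5.30 for AN12089 in ΔgprD at 48 h. Without ΔgprB 24 h replicate 2, AN11584 was no longer called, at -4.54.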

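At 24 h, limma called 35 genes up-regulated both in ΔgprB and on the arrays labelled ΔgprD 24 h, and 231 down-regulated on both. Independent lists of the same sizes would share 54.9 and 77.4 genes. A further 224 genes were called in opposite directions, 152 of them up-regulated in ΔgprB and down-regulated on the arrays labelled ΔgprD 24 h. Across genes, the mean log2 ratios of these conditions correlated at r = 0.034. Because both were compared with wild-type RNA, unchanged genes could be called in both, so 20 sets of ratios were simulated in which the conditions shared 50% of the variance through their reference. In these sets unchanged genes correlated at r = 0.498, and the largest number called in both was 0. The simulated spread was only that between replicate arrays, and the reference was drawn anew for each replicate. A deviation of the wild type common to both replicates, or a dye bias, was not simulated. The sets therefore cannot tell whether either added to the genes called in both conditions. A normexp background correction with loess moved the number of genes up-regulated in both conditions most among the limma alternatives, to 2. Leaving out 1 array at a time gave between 18 genes, without ΔgprB 24 h replicate 2, and 68 genes, without ΔgprD 24 h replicate 2. For the genes down-regulated in both, the lowest number was 148, without ΔgprB 24 h replicate 2.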

The Venn diagram for the differentially expressed genes (Figure 5) demonstrated that 1 gene was up-regulated in both mutant strains grown on glucose for 24 hours (Figure 5A), and 21 genes were down-regulated in the same conditions (Figure 5B). Upon 48 hours of growth, 2 genes were up-regulated (Figure 5C), and 22 genes were down-regulated in both mutant strains (Figure 5D). 

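At 48 h, 86 genes were up-regulated and 183 were down-regulated in both mutants, where independent lists would share 37.5 and 34.1. Opposite directions were found for 190 genes, of which 142 were up-regulated in ΔgprB and down-regulated in ΔgprD. The mean log2 ratios of the mutants correlated across genes at r = 0.142, and in the simulated sets at r = 0.499 with at most 0 unchanged genes called in both. The simulated sets had the same limit here as at 24 h. Without ΔgprB 48 h replicate 1, 56 genes were up-regulated and 117 down-regulated in both mutants, and without ΔgprD 48 h replicate 1 the number down-regulated was 121.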

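The genes AN7806, AN7807, AN7812, AN7816, AN7818, AN7825 and AN11013, which the paper assigns to sterigmatocystin biosynthesis, were all down-regulated at 24 h in limma. Their log2 ratios lay between -3.89 and -2.22 in ΔgprB and between -3.62 and -2.70 on the arrays labelled ΔgprD 24 h. AN7825 had -3.14 ± 0.054 (SD, n = 2, adjusted p = 4.4e-05) in ΔgprB and -3.11 ± 0.075 (SD, n = 2, adjusted p = 5.17e-06) on the arrays labelled ΔgprD 24 h. The Cy5 signal of AN7807 was well above background on 1 of 2 arrays of each mutant, its ratios on the single arrays labelled ΔgprD 24 h were -3.95 and -1.88, and with a normexp background correction and loess this gene was no longer called, at -0.89 and -0.66. The ivoA gene (AN10576) had a log2 ratio of -1.49 ± 0.79 (SD, n = 2, adjusted p = 0.0153) in ΔgprB. It was called under 9 of 12 alternatives, and without ΔgprB 24 h replicate 1 it was not called, at -0.93. On the arrays labelled ΔgprD 24 h, ivoA had -2.14 ± 0.74 (SD, n = 2, adjusted p = 0.00164).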

Included in the 21 genes down-regulated at 24 hours were seven genes that encode proteins involved with sterigmatocystin biosynthesis and AN10576, encoding *ivoA*, one module nonribosomal peptide synthetase (NRPS) involved in conidiophore pigmentation ([17]; Tables S1 and S2).

**Figure 5:**
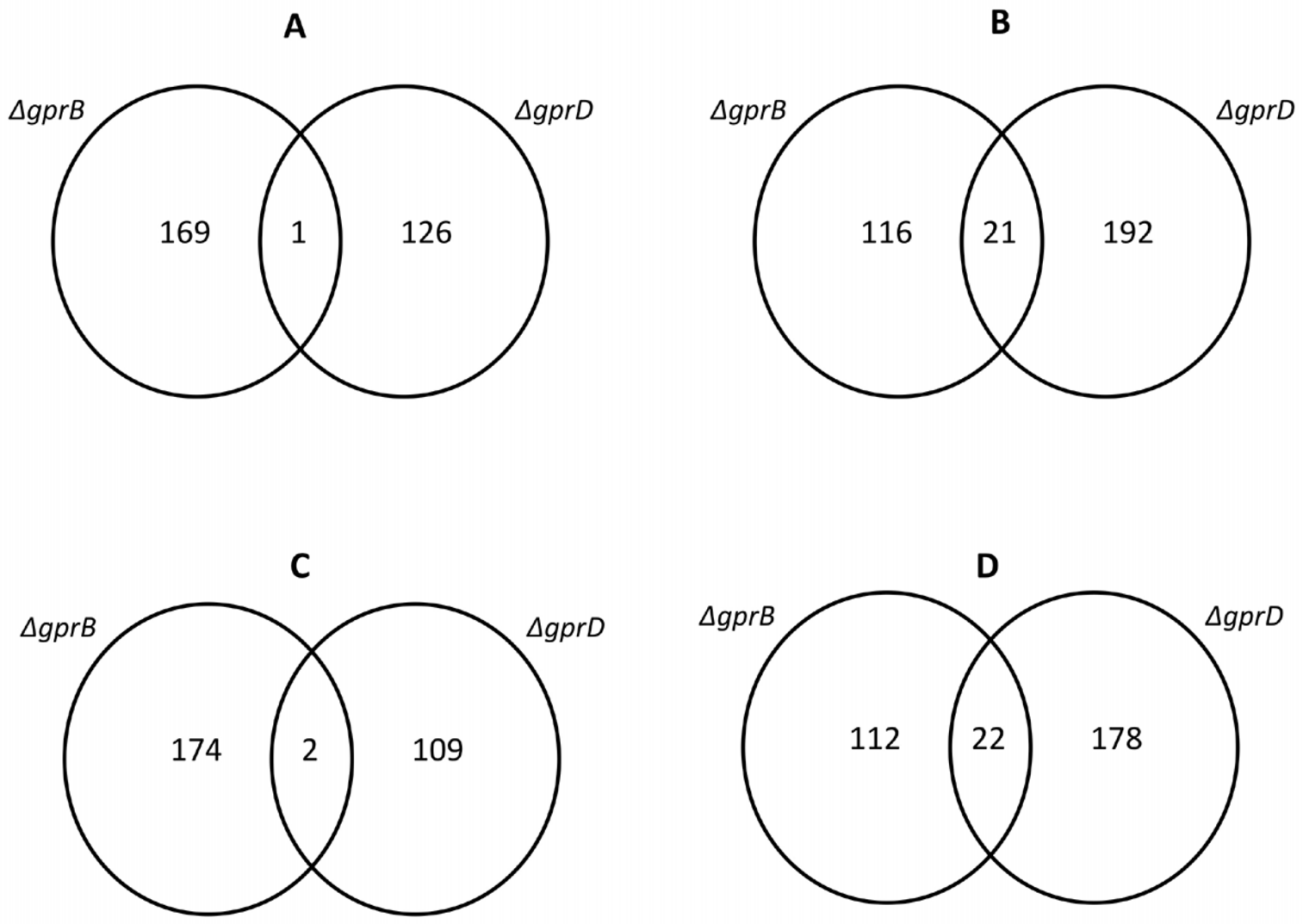
Venn diagram showing the genes specifically expressed in the *ΔgprB* and *ΔgprD* mutant strains. (A) and (B) show the genes up-regulated at 24 and 48 hours, respectively, while (C) and (D) show the genes down-regulated at 24 and 48 hours, respectively.

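The difference between the mutants was tested for each gene in limma. At 24 h, 1545 genes had a higher ratio in ΔgprB than on the arrays labelled ΔgprD 24 h and 1291 had a lower one, each by at least 1 on the log2 scale. At 48 h, 905 genes were higher and 918 were lower in ΔgprB than in ΔgprD. Of these numbers the lower one at 24 h moved most, to 597 with a normexp background correction and loess.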

Taken together, the results suggest that the absence of *gprB* and *gprD* genes interfered with different pathways of *A. nidulans* at the transcriptional level. FunCat, a genetic database, functionally categorized the differentially expressed genes with known classification (Functional Catalogue database, http://mips.helmholtz-muenchen.de/proj/funcatDB) (Table 1, Supplementary Table S2). 

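Table S2 sorts genes of Table S1 into functional categories. For ΔgprB, 66 of its 120 entries (55.0%) were under Metabolism, 27 among down-regulated and 39 among up-regulated genes. Of these 66 entries, 60 were called by limma in the listed direction at 24 or 48 h. For ΔgprD, 57 of 139 entries (41.0%) were under Metabolism, and all 57 were called in the listed direction at 24 or 48 h, the arrays labelled ΔgprD 24 h included. Among the up-regulated genes of ΔgprD, Transport held 15 entries and Metabolism 14. Within Metabolism, C-compound and carbohydrate metabolism held 17 up-regulated and 5 down-regulated entries for ΔgprB, and 1 and 12 for ΔgprD. The lists were chosen by the study on the same arrays, so these counts are not independent evidence.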

The majority of differentially transcribed genes in the mutant strains respond to the category "Metabolism" and the subcategories "Carbohydrate and Secondary metabolism". 

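As a share of all genes tested, 9.65% were called in ΔgprB at 24 h and 8.88% at 48 h, against 26.9% on the arrays labelled ΔgprD 24 h and 15.9% in ΔgprD at 48 h. The SD of the mean log2 ratios across genes was 0.67 in ΔgprB at both times, 1.15 on the arrays labelled ΔgprD 24 h and 0.88 in ΔgprD at 48 h. The larger share in ΔgprD at 48 h does not rest on the arrays labelled ΔgprD 24 h, on which gprD did not show its deletion.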

The transcriptome analysis reveals that the absence of *gprB* and *gprD* genes interferes with overall metabolism, due to disturbances in carbon flow, and these effects were more pronounced in the *ΔgprD* strain. After growth of *ΔgprD* strain on glucose, three genes encoding key metabolic enzymes involved in primary metabolism were strongly down-regulated: AN2583 (*gpdC*), encoding glyceraldehyde-3-phosphate dehydrogenase (GAPDH), AN5843 (*pdkA*), encoding phosphoenolpyruvate synthase (PEP synthase), and AN4913 (*phk*), encoding phosphoketolase (PHK; Supplementary Table S1). 

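The gpdC gene (AN2583) had a log2 ratio of -1.67 ± 0.86 (SD, n = 2, adjusted p = 0.00253 from limma) on the arrays labelled ΔgprD 24 h and -1.77 ± 0.11 (SD, n = 2, adjusted p = 0.00325) in ΔgprD at 48 h. For pdkA (AN5843) the ratios were -1.75 ± 0.17 (SD, n = 2, adjusted p = 4.8e-05) and -1.24 ± 0.0098 (SD, n = 2, adjusted p = 0.000415). With a normexp background correction and loess, pdkA was no longer called at 48 h, at -0.71. For phk (AN4913) they were -1.52 ± 0.12 (SD, n = 2, adjusted p = 0.000817) and -1.63 ± 0.47 (SD, n = 2, adjusted p = 0.00113). In ΔgprB, phk was also down-regulated at 48 h, with a log2 ratio of -2.32 ± 0.23 (SD, n = 2, adjusted p = 0.00101), while gpdC was not called at either time and pdkA had -0.94 at 24 h and -0.01 at 48 h.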

The GAPDH plays a central role in glycolysis, where it converts glyceraldehyde-3-phosphate to bisphosphoglycerate. PEP synthase catalyzes the first step of conversion of pyruvate to glucose in gluconeogenesis. PHK plays a pivotal role in the pentose phosphate pathway (PPP), converting D-xylulose-5-phosphate into acetyl phosphate and glyceraldehyde-3-phosphate. The three genes, cited above, were less expressed by 3.5-fold in the *ΔgprD* grown on glucose, compared to the wild-type strain. 

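As folds of the mean ratio, gpdC was 3.18-fold lower, pdkA 3.36-fold lower and phk 2.87-fold lower on the arrays labelled ΔgprD 24 h. In ΔgprD at 48 h they were 3.40-fold, 2.37-fold and 3.11-fold lower. Leaving out 1 array moved gpdC most, between log2 ratios of -2.28 and -1.06 on the arrays labelled ΔgprD 24 h, both still called.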

The results demonstrate disturbances in the carbon flow of glucose metabolism in *ΔgprD*. In contrast, the gene encoding an ATP-citrate lyase (ACL; AN 3577) was more expressed by 2-fold in the *ΔgprD* strain compared to the wild-type. 

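AN3577 had a log2 ratio of 0.77 ± 0.17 (SD, n = 2, adjusted p = 0.000776 from limma) on the arrays labelled ΔgprD 24 h, under the minimum of 1, and 1.03 ± 0.12 (SD, n = 2, adjusted p = 0.00053) in ΔgprD at 48 h. These means correspond to 1.71-fold and 2.04-fold higher. At 48 h the call was lost with a normexp background correction and loess, at 0.63, with median centring without lowess, at 0.91, and without ΔgprD 48 h replicate 1, at 0.95. In ΔgprB the ratios were 0.04 at 24 h and -0.19 at 48 h, neither of them called.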

ACL is an enzyme responsible for providing cytoplasmic acetyl-CoA from citrate [18]. In a previous study, ACL was required for normal asexual and sexual development in the ascomycete fungus *Fusarium graminearum* [19].

**Table 1:** Categorization of genes differentially expressed in *A. nidulans* mutant strains grown on glucose compared to the wild-type strain.

FunCat category*	▵*gprB*(down-regulated)	▵*gprB*(up-regulated)	▵*gprD*(down-regulated)	▵*gprD*(up-regulated)
Metabolism	27	39	43	16
Cell rescue, defense and virulence	5	10	8	9
Transport	9	7	11	15
Transcription	1	1	2	3
Protein synthesis	1	-	-	
Protein fate	-	1	4	1
Protein with binding functions	1	7	9	5
Biogenesis of cellular components	2	1	1	
Cell type differentiation	1	1	1	
Signal transduction	-	1	1	1
Interaction with the environment	-	5	1	3
Energy	-	-	2	1
Regulation of metabolism	-	-	-	1
Retroelements	-	-	-	2
Biogenesis	-	-	-	2

* Categorization enrichment analysis were performed with p<0.001.

G-protein signaling is strictly connected to secondary metabolite production and fungal development [20]–[25]. A study estimated 53 secondary metabolism gene clusters encode for backbone structures in *A. nidulans*, such as putative polyketide synthase (PKS), non-ribosomal peptide synthase (NRPS), and hybrid PKS-NRPS genes [26]. 

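Table S1 describes 21 of its genes as synthases or synthetases of secondary metabolite backbones, and all 21 were called by limma in at least 1 condition, 14 of them in both mutants. In ΔgprB, 10 were up-regulated and 5 down-regulated at 24 h, and 8 and 3 at 48 h. Among the ΔgprD arrays, 2 were up-regulated and 14 down-regulated on those labelled 24 h, and 2 and 14 at 48 h, and 11 of the down-regulated genes were so at both. The study chose the genes of Table S1 on the same arrays, so these calls and counts are not independent evidence. The difference between the mutants was tested for lists of neighbouring genes of 5 clusters, with limma's fry for a shift of the whole list. Of these, the 5 F9775 genes had a median log2 ratio of 0.49 and 0.10 in ΔgprB at 24 and 48 h (fry, adjusted p = 0.938 and 0.614). The same genes had -3.59 on the arrays labelled ΔgprD 24 h and -2.85 in ΔgprD at 48 h (fry, adjusted p = 0.00123 and 0.00433), and the medians of the differences between the mutants were 3.75 and 2.84 (fry, adjusted p = 0.0105 and 0.0166). The 4 emericellamide genes had medians of -1.40 and -0.58 in ΔgprB at 24 and 48 h (fry, adjusted p = 0.0132 and 0.0600). Their medians were -3.51 on the arrays labelled ΔgprD 24 h and -1.95 in ΔgprD at 48 h (fry, adjusted p = 0.000727 and 0.00403). The medians of their differences between the mutants were 1.87 at 24 h and 0.96 at 48 h (fry, adjusted p = 0.0209 and 0.105). Without ΔgprB 24 h replicate 1, the shift of the emericellamide genes in ΔgprB at 24 h no longer passed the threshold of 0.05, at -1.16, and without either ΔgprB 24 h array their difference at 24 h did not pass, at 2.20 and 1.63. Leaving out either ΔgprB 48 h array took the 48 h difference of the F9775 genes over it as well, with medians of 2.79 and 2.88. With a term for the replicate number within each time, chosen after the values had been seen, neither F9775 difference passed.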

The results of this study show modulated expression of 11 secondary metabolism gene clusters encoding for backbone structures when the *ΔgprB* and *ΔgprD* mutant strains are grown in 1% glucose for 24 and 48 hours (Suplementary Tables S1 and S2). 

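The 7 genes of the sterigmatocystin cluster stayed down-regulated at 48 h, with log2 ratios between -3.79 and -2.85 in ΔgprB and between -4.82 and -3.59 in ΔgprD. Their median shifts at 48 h of -3.22 and -4.07 had an adjusted p of 3.53e-05 each in fry. The study chose these genes on the same arrays, so a region of 23 genes, AN7804 to AN7825 by their numbers and AN11013, was tested as well, and 22 of these genes had a value. The region had a median log2 ratio of -2.25 in ΔgprB at 24 h (15 genes down-regulated, fry, adjusted p = 0.000104) and -3.19 at 48 h (20 genes, fry, adjusted p = 4.27e-05). On the arrays labelled ΔgprD 24 h the median was -2.60 (21 genes, fry, adjusted p = 6.27e-05), and in ΔgprD at 48 h it was -3.74 (22 genes, fry, adjusted p = 3.53e-05). Adjusted over the list alone, 16, 20, 21 and 22 genes were called. No gene of the region was called up-regulated. The 15 and 21 genes down-regulated at 24 h include AN7824, which was well above background in neither channel on any of these arrays. A normexp background correction with loess moved the medians most, to -1.24 in ΔgprB at 24 h and -1.39 on the arrays labelled ΔgprD 24 h. Between the mutants, the median difference of the region was -0.12 at 24 h, where the mean was 0.16 (fry, adjusted p = 0.182), and 0.71 at 48 h (fry, adjusted p = 0.0493). Without ΔgprD 24 h replicate 2 the median difference at 24 h was 0.21, and leaving out any 1 of the 4 arrays of 48 h took the difference at 48 h over the threshold of 0.05, with medians between 0.54 and 0.79. It did not pass with a term for the replicate number within each time either, chosen after the values had been seen. Camera with a preset correlation called the same 4 shifts, while with the correlation estimated from the 8 arrays none passed, with an adjusted p of 0.222 or above.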

Several members of the sterigmatocystin-aflatoxin gene cluster presented down-regulation in both mutant strains (AN7806, AN7807, AN7812, AN7816, AN7818, AN7825, and AN11013). Notably, most of the genes of the NR-PKS monodictyphenone biosynthesis cluster are differentially regulated in both mutants (Supplementary Tables S1 and S2). 

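The monodictyphenone genes were taken as the 11 genes that Table S1 describes as members of this cluster and AN0147, whose number lies between those of AN0146 and AN0148. As the study chose 11 of these 12 genes on the same arrays, the list is not independent evidence. All 12 were well above background in both channels of every array. In ΔgprB, 8 were called up-regulated by limma at 24 h and 11 at 48 h, and 8 and 12 when adjusted over the list alone. All 12 were called down-regulated on the arrays labelled ΔgprD 24 h and in ΔgprD at 48 h, over all genes and adjusted over the list alone.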

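In ΔgprB the median log2 ratio of the 12 monodictyphenone genes was 1.47 at 24 h, with genes between 0.80 and 2.48 (fry, adjusted p = 0.0319), and 2.27 at 48 h, with genes between 1.91 and 3.07 (fry, adjusted p = 0.00943). Leaving out a ΔgprB array took either shift over the threshold of 0.05, with medians of 1.13 and 1.80 at 24 h and 2.23 and 2.31 at 48 h. The shift at 24 h was not called with a replicate term in the fit either. The polyketide synthase tpcC (AN0150) had a log2 ratio of 2.48 at 24 h and 2.34 at 48 h.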

In *ΔgprB*, the NR-PKS genes have increased mRNA accumulation. 

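On the arrays labelled ΔgprD 24 h the 12 monodictyphenone genes had a median log2 ratio of -4.63, with genes between -7.47 and -3.32 (fry, adjusted p = 0.00123). In ΔgprD at 48 h the median was -3.02, with genes between -4.65 and -1.97 (fry, adjusted p = 0.00464). The ratio in ΔgprB was higher for all 12 genes, by a median of 6.22 against the arrays labelled ΔgprD 24 h and 5.43 against ΔgprD at 48 h (fry, adjusted p = 0.00961 each). When 1 array was left out, the median in ΔgprD at 48 h lay between -3.79 and -2.24. The difference at 48 h then lay between 4.52 and 6.40. Camera with a preset correlation called the shift in every condition, and with an estimated correlation none was called.

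**Figure D2:**
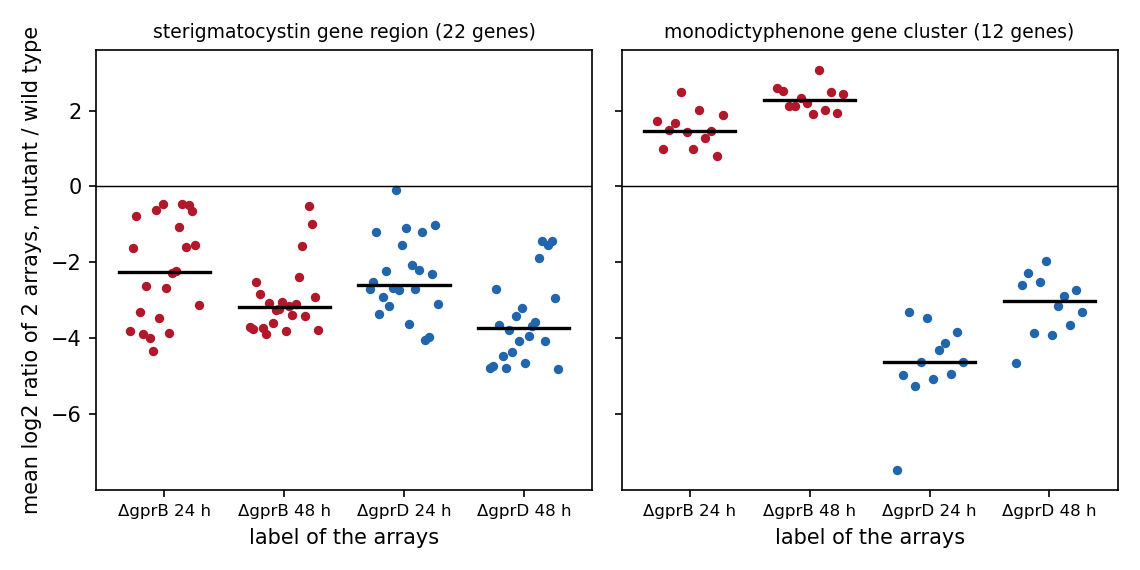
Mean log2 Cy5/Cy3 ratio (y axis) of each of the 22 genes of the sterigmatocystin region and the 12 monodictyphenone genes in the 4 conditions (x axis); each point is 1 gene, ΔgprB in red and ΔgprD in blue, and the black line is the median. The sterigmatocystin medians lie between -3.74 and -2.25, while the monodictyphenone medians are 1.47 and 2.27 in ΔgprB, -4.63 on the arrays labelled ΔgprD 24 h and -3.02 in ΔgprD at 48 h.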

In the *ΔgprD* strain they have decreased mRNA accumulation (Supplementary Tables S1 and S2).

Three genes encoding oxidoreductases similar to sporulation-related genes in *S. cerevisiae* were up-regulated in *ΔgprB* (AN9127, AN0216, and AN2606). 

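AN9127 had a log2 ratio of 0.98 ± 0.067 (SD, n = 2, adjusted p = 0.00985 from limma) in ΔgprB at 24 h, under the minimum of 1, and 1.47 ± 0.18 (SD, n = 2, adjusted p = 0.00322) at 48 h. With a normexp background correction and loess it was no longer called at 48 h, at 0.68. AN0216 had 2.58 ± 0.35 (SD, n = 2, adjusted p = 0.00442) at 24 h and 3.77 ± 0.088 (SD, n = 2, adjusted p = 0.00171) at 48 h. Without ΔgprB 24 h replicate 2, AN0216 was not called at 24 h, at 2.33. AN2606 had 1.61 ± 0.47 (SD, n = 2, adjusted p = 0.0144) at 24 h, and without ΔgprB 24 h replicate 2 it was not called, at 1.28. At 48 h it had 1.15 ± 0.020 (SD, n = 2, adjusted p = 0.0499) and was called under 3 of 12 alternatives. It was not called without either ΔgprB 48 h array, at 1.14 and 1.17.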

In the *ΔgprD* strain, the gene encoded by AN2606 was strongly down-regulated (6-fold difference compared to the wild-type) (Supplementary Table S1). 

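In the arrays labelled ΔgprD 24 h, AN2606 had a log2 ratio of -3.73 ± 1.08 (SD, n = 2, adjusted p = 0.000201 from limma), 13.3-fold lower than the wild type. At 48 h in ΔgprD it had -2.79 ± 0.31 (SD, n = 2, adjusted p = 0.00123), 6.94-fold lower. Its ratio in ΔgprB was higher by 5.35 than on the arrays labelled ΔgprD 24 h and by 3.95 than in ΔgprD at 48 h on the log2 scale, and both differences were called. AN9127 and AN0216 were down-regulated in ΔgprD at 48 h as well, with log2 ratios of -2.10 ± 0.58 and -2.90 ± 1.17 (SD, n = 2). Their Cy5 signal there was well above background on 1 of 2 arrays. Neither was called on the arrays labelled ΔgprD 24 h, where AN9127 had -0.74 ± 0.14 (SD, n = 2, adjusted p = 0.0135) and AN0216 had -0.74 ± 0.54 (SD, n = 2, adjusted p = 0.135).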

The gene AN2606 is similar to *S. cerevisiae* gene *dit1*, a gene encoding for a pyoverdine/dityrosine biosynthesis protein involved in spore cell wall maturation [27]. Moreover, in the *ΔgprD* strain, two genes encoding proteins related to conidium development and sporulation were strongly deregulated, AN8803 and AN0055. 

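The rodA gene (AN8803) had a log2 ratio of -3.15 ± 0.35 (SD, n = 2, adjusted p = 0.000309 from limma) on the arrays labelled ΔgprD 24 h and -2.21 ± 0.0015 (SD, n = 2, adjusted p = 0.00236) in ΔgprD at 48 h. It also had lower ratios in ΔgprB, of -1.99 ± 0.51 (SD, n = 2, adjusted p = 0.00595) at 24 h and -1.23 ± 0.95 (SD, n = 2, adjusted p = 0.0333) at 48 h. The single ΔgprB arrays gave rodA -2.35 and -1.63 at 24 h and -1.91 and -0.56 at 48 h. The size of the fall at 48 h thus rested on 1 array. Without ΔgprB 24 h replicate 1 rodA was not called at 24 h, at -1.63, and without ΔgprB 48 h replicate 1 it was not called at 48 h, at -0.56. The ratio of rodA was higher in ΔgprB by 1.16 than on the arrays labelled ΔgprD 24 h (adjusted p = 0.0752) and by 0.97 than in ΔgprD at 48 h (adjusted p = 0.144), neither of them called. With a term for the replicate number within each time, chosen after the values had been seen, the difference at 24 h was called (adjusted p = 0.0499). The tmpA gene (AN0055) had -5.17 ± 0.80 (SD, n = 2, adjusted p = 5.13e-05) on the arrays labelled ΔgprD 24 h and -3.13 ± 0.73 (SD, n = 2, adjusted p = 0.000707) in ΔgprD at 48 h. In ΔgprB, tmpA had ratios of -0.10 and 0.07.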

AN8803 encodes RodA, a putative hydrophobin transcriptionally regulated by BrlA, a transcription factor required for normal sporulation in *Aspergilli* [28], [29]. AN0055 encodes for TmpA, a putative transmembrane protein that regulates asexual development in *A. nidulans*, and it is required for expression of *brlA* [30]. The results correlate with the different sporulation capacities presented by the mutant strains (data not shown).

The category "Transport" presented a considerable number of differentially expressed genes in both mutant strains (Table 1). In the *ΔgprB* mutant strain there were 25 transporter-encoding genes (14 up-regulated and 11 down-regulated) while in the *ΔgprD*, there were 23 transporter-encoding genes (13 up-regulated and 10 down-regulated). Many of these transporters are members of the Major Facilitator Superfamily (MFS), single-polypeptide secondary carriers able to transport only small solutes in response to chemiosmotic ion gradients [31]. 

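Under Transport, Table S2 holds 16 entries for ΔgprB and 26 for ΔgprD. Of the ΔgprB entries, 15 were called by limma in the listed direction at 24 or 48 h, 7 up-regulated and 8 down-regulated. All 26 of the ΔgprD entries were called, 15 up-regulated and 11 down-regulated, at 48 h or on the arrays labelled ΔgprD 24 h.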

Most of the genes related to MFS transporters belong to the class of multidrug resistant (MDR) transporters [32]. 

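AN7898 had a log2 ratio of 3.99 ± 2.05 (SD, n = 2, adjusted p = 0.00486 from limma) on the arrays labelled ΔgprD 24 h, with 2.54 on one array and 5.44 on the other. In ΔgprD at 48 h it had 5.17 ± 0.054 (SD, n = 2, adjusted p = 0.00266). In ΔgprB at 24 h it was down-regulated, at -3.32 ± 1.72 (SD, n = 2, adjusted p = 0.0195), which was not called without ΔgprB 24 h replicate 2, at -2.11. The 10 genes of its cluster (dba) that had a value shared these directions at 24 h, with a median of 3.43 on the arrays labelled ΔgprD 24 h (fry, adjusted p = 0.00811) and -3.41 in ΔgprB (fry, adjusted p = 0.00889). At 48 h the medians were 2.46 in ΔgprD (fry, adjusted p = 0.0276) and -0.28 in ΔgprB (fry, adjusted p = 0.795), where 7 of the 10 genes were well above background in Cy3 on neither array. With a normexp background correction and loess the median in ΔgprD at 48 h was 0.57 and not called. Leaving out either ΔgprD 48 h array also took it over the threshold, at 2.26 and 2.44, and the ΔgprB 24 h shift was lost without ΔgprB 24 h replicate 2, at -2.56.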

In the *ΔgprD* strain, a gene encoding for transport of secondary metabolites, *dbaD* (AN7898; [33]) was strongly up-regulated (Table S1). 

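AN8659 had a log2 ratio of -1.20 ± 0.46 (SD, n = 2, adjusted p = 0.00248 from limma) on the arrays labelled ΔgprD 24 h, 2.29-fold lower than the wild type. Without ΔgprD 24 h replicate 1 it was not called, at -0.87, and with a normexp background correction and loess it was not called either, at -0.26. In ΔgprD at 48 h its Cy5 signal was not well above background, which made it at least 2.31-fold lower, and with the normexp correction its log2 ratio there was -0.18 and was not called. AN8659 was called down-regulated in ΔgprB at 24 h as well, at -1.06 ± 0.47 (SD, n = 2, adjusted p = 0.00963), but not without ΔgprB 24 h replicate 1, at -0.73. The difference between the mutants at 24 h was 0.13 (adjusted p = 0.717). In ΔgprB at 48 h AN8659 was not called, and no difference between the mutants is given there, because its signal was near background. AN9300 had -2.09 ± 0.33 (SD, n = 2, adjusted p = 5.13e-05) on the arrays labelled ΔgprD 24 h and -1.67 ± 0.053 (SD, n = 2, adjusted p = 0.000313) in ΔgprD at 48 h, or 4.25-fold and 3.17-fold lower. With the normexp correction AN9300 fell under the minimum at 48 h, at -0.92. AN9174 had -3.26 ± 0.42 (SD, n = 2, adjusted p = 6.37e-05) on the arrays labelled ΔgprD 24 h and -1.96 ± 0.32 (SD, n = 2, adjusted p = 0.000878) in ΔgprD at 48 h, or 9.57-fold and 3.88-fold lower. In ΔgprB at 48 h, AN9174 was up-regulated, at 2.33 ± 0.30 (SD, n = 2, adjusted p = 0.00138).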

Several genes encoding amino acid transporters including AN8659, AN9300 and AN9174 were strongly down-regulated in the *ΔgprD* strain, compared to wild-type, by 3-, 4-, and 6-fold, respectively. AN8659 encodes for a gene similar to the *S. cerevisiae* gene *tat1*, which encodes for an amino acid transporter responsible for the uptake of valine, leucine, isoleucine, and tyrosine [34]–[36]. AN9300 is similar to the *S. cerevisiae* gene *MUP1*, which is involved in the synthesis of a transporter responsible for the uptake of methionine and cysteine [37], [38]. AN9174 encodes for a gene similar to the *S. cerevisiae* gene *gap1*, encoding a general amino acid permease in the yeast. GAP1 directs the uptake of all the naturally occurring L-amino acids, some D-amino acids, toxic amino acids analogs and the polyamines putrescine and spermidine [39]–[42], and appears to be transcriptionally regulated by nitrogen catabolite repression (NCR; [39]).

A previous study reported the interaction of a G-alpha subunit of the fungal pathogen *Sporothrix schenckii* with two metal ion transporters, known as siderophores [43]. The permeases are generally expressed in response to stress conditions and iron deprivation. The interaction of permeases with a component of G-protein signaling reinforces the role of G- proteins in response to environmental signals. In *A. nidulans ΔgprB* strain, we observed two highly down-regulated major iron siderophore genes, identified as AN7800, encoding the *mirA* gene and AN8540, encoding *mirB* gene [44], [45]. 

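The mirA gene (AN7800) had a log2 ratio of -1.26 ± 0.48 (SD, n = 2, adjusted p = 0.00491 from limma) in ΔgprB at 24 h, where it was well above background on 1 of 2 arrays in each channel. It was not called without ΔgprB 24 h replicate 2, at -0.92, or with a normexp background correction and loess, at -0.24. At 48 h neither channel was well above background for mirA, so no fold is given. The mirB gene (AN8540) had -1.12 ± 0.054 (SD, n = 2, adjusted p = 0.0374) at 24 h and -1.26 ± 0.13 (SD, n = 2, adjusted p = 0.0313) at 48 h in ΔgprB. It was called under 6 of 12 alternatives at 24 h and 8 of 12 at 48 h. Without a ΔgprB 24 h array it was not called, at -1.16 and -1.09, nor without a ΔgprB 48 h array, at -1.35 and -1.17. In the other mutant, mirA was up-regulated on the arrays labelled ΔgprD 24 h, at 1.85 ± 0.20 (SD, n = 2, adjusted p = 0.00032), and had -0.02 at 48 h, where it was not called and its Cy5 signal was not well above background. The mirB gene was not called on the arrays labelled ΔgprD 24 h, at -0.86 ± 0.92 (SD, n = 2, adjusted p = 0.0564), with -1.52 and -0.21 on the single arrays. It was up-regulated in ΔgprD at 48 h, at 1.65 ± 0.66 (SD, n = 2, adjusted p = 0.00742), which was not called without ΔgprD 48 h replicate 1, at 1.18.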

In *A. nidulans*, the lack of the intracellular siderophore ferricrocin contributes to several effects, including elimination of cleistothecia formation in homothallic conditions [46]. The results suggest that absence of *gprB* impairs the perception of environmental signals that lead to sexual development. Markedly, the gene *gprA* (AN2520), the homolog of *gprB* in *A. nidulans* [7], a recognized pheromone receptor, had a 3.5-fold increase in expression in the *ΔgprB* strain, compared to the wild-type strain. This finding indicates the regulation of cellular signaling is encoded by a redundant gene in the absence of its homolog.

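The gprA gene (AN2520) had a log2 ratio of 1.53 ± 0.22 (SD, n = 2, adjusted p = 0.000687 from limma) in ΔgprB at 24 h and 1.74 ± 0.12 (SD, n = 2, adjusted p = 0.000359) at 48 h. These are 2.90-fold and 3.34-fold above the wild type. Over 12 alternatives its ratio lay between 1.29 and 1.69 at 24 h and between 1.65 and 1.83 at 48 h, and it was called under each of them. It was not called in ΔgprD, with -0.42 on the arrays labelled ΔgprD 24 h and 0.09 at 48 h.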

Genes involved in interactions with the environment, cell rescue, defense, and virulence were differentially transcribed in the mutant strains. AN5046 encoding a defense-like protein, Anisin-1, annotated with high identity to the mosquito defense AaDefA1 [47] was down-regulated in both mutant strains (Supplementary Tables S1 and S2). 

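AN5046 had a log2 ratio of -3.87 ± 0.057 (SD, n = 2, adjusted p = 0.000948 from limma) in ΔgprB at 24 h and -3.70 ± 0.036 (SD, n = 2, adjusted p = 0.000986) at 48 h. The arrays labelled ΔgprD 24 h gave -3.31 ± 1.09 (SD, n = 2, adjusted p = 0.000215), and ΔgprD at 48 h gave -3.12 ± 0.054 (SD, n = 2, adjusted p = 0.000603).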

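AN11510 had a log2 ratio of -3.34 ± 0.19 (SD, n = 2, adjusted p = 0.000229 from limma) in ΔgprB at 24 h and -3.82 ± 0.010 (SD, n = 2, adjusted p = 0.000105) at 48 h. It was also down-regulated on the arrays labelled ΔgprD 24 h, at -1.82 ± 0.46 (SD, n = 2, adjusted p = 0.000131), and in ΔgprD at 48 h, at -3.59 ± 0.041 (SD, n = 2, adjusted p = 5.65e-05). The ratio in ΔgprB was lower than on the arrays labelled ΔgprD 24 h by a log2 difference of -1.52 (adjusted p = 0.00166), while at 48 h the difference of -0.23 was not called (adjusted p = 0.43).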

Another gene encoding a defense-like protein, AN11510, was less expressed in the *ΔgprB* mutant strain (Supplementary Tables S1 and S2). The gene AN6487, encoding for a putative aspartyl protease similar to *S. cerevisiae yps3* gene, responsible for yapsin production involved in maintenance of cell wall integrity [48], was upregulated in the *ΔgprB* strain. Similarly, the gene identified as AN3675 had 2-fold increase in expression in the *ΔgprD* strain, when compared to the wild-type strain. This gene encodes CpcA, a transcription factor involved in cross-pathway control of amino acid biosynthesis in response to amino acid starvation, with an additional role in sexual development [49], [50].

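AN6487 had a log2 ratio of 0.72 ± 0.13 (SD, n = 2, adjusted p = 0.00373 from limma) in ΔgprB at 24 h, under the minimum of 1, and 1.07 ± 0.19 (SD, n = 2, adjusted p = 0.00136) at 48 h. Without ΔgprB 48 h replicate 2 it was not called, at 0.93, nor with a normexp background correction and loess, at 0.97. It was down-regulated on the arrays labelled ΔgprD 24 h, at -1.23 ± 0.17 (SD, n = 2, adjusted p = 0.000122), and in ΔgprD at 48 h, at -1.06 ± 0.015 (SD, n = 2, adjusted p = 0.000499).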

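The cpcA gene (AN3675) had a log2 ratio of 1.35 ± 0.22 (SD, n = 2, adjusted p = 7.26e-05 from limma) on the arrays labelled ΔgprD 24 h and 1.19 ± 0.045 (SD, n = 2, adjusted p = 0.000312) in ΔgprD at 48 h, or 2.54-fold and 2.28-fold higher than in the wild type. In ΔgprB its ratios of -0.18 and -0.24 were not called.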

In summary, the results obtained from the transcriptome analysis of two *A. nidulans* GPCR mutant strains, *ΔgprB* and *ΔgprD*, revealed differential expression in a variety of genes related mainly to secondary metabolism, sexual development, stress signaling, and amino acid metabolism. It appears that the absence of these GPCRs triggers a stress response at the genetic level. The data suggest an intricate relationship among different G-protein coupled receptors, fine-tune regulation of secondary and amino acid metabolisms, and fungal development.

### The metabolome of A. nidulans ΔgprB and ΔgprB strains grown on glucose

The comparison of the gene expression profiles between the *A. nidulans ΔgprB* and *ΔgprD* strains and the wild-type, grown on glucose, demonstrated that the overall metabolism of the mutant strains, especially in the *ΔgprD* strain, was strongly modified. 

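Between the time points, 273 genes of ΔgprB were called in the same direction at 24 and 48 h and 22 in opposite directions, and the mean log2 ratios at the 2 times correlated across genes at r = 0.381. For ΔgprD, 508 genes were called in the same direction on the arrays labelled ΔgprD 24 h and at 48 h and 251 in opposite directions, with r = 0.220. From the enzymes of primary metabolism named for ΔgprD, the paper concludes that the carbon flow of glucose metabolism is disturbed in this strain. From the profiles of both mutants together, it concludes that overall metabolism was modified, more so in ΔgprD.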

To gain a better understanding of the metabolic processes affected by the absence of *gprB* and *gprD* genes, we analyzed the intracellular metabolites produced by the *A. nidulans* strains in the same conditions of the gene expression studies. The strains were grown on glucose in a batch cultivation medium for 24 and 48 hours at 37°C, the metabolites were extracted as described in Material and Methods, and analyzed by ^1^H NMR. Five biological replicates were used to generate the data presented below.

First, the statistical method of PCA was applied to the data, which was used to qualify differences within the data set. This method reduces multidimensional data to two principal components that represent the differences among samples in a two-dimensional plot [51]. Our PCA analysis demonstrated that the principal component 1 (PC1) was responsible for 70.2% of the variance, with the PCA scores plot revealing three major groups of data points, as observed in the Figure 6A. One group is represented in the middle of the plot, and contains data points representing the wild-type and *ΔgprB* strains grown on glucose for 24 and 48 hours. The other two groups are located in the upper and lower left sides of the plot, representing the data points from the *ΔgprD* strain grown on glucose for 24 and 48 hours, respectively (Figure 6A). These results led to two main conclusions: (i) the overall intracellular metabolism of the fungi was not highly affected in the absence of *gprB* gene; (ii) there was a shift in the metabolic profile of the fungus grown on glucose in the *ΔgprD* strain. The second conclusion (ii) correlated with the previous results, which demonstrated the absence of *gprD* gene had a more perceptible effect compared to the absence of *gprB*.

**Figure 6:**
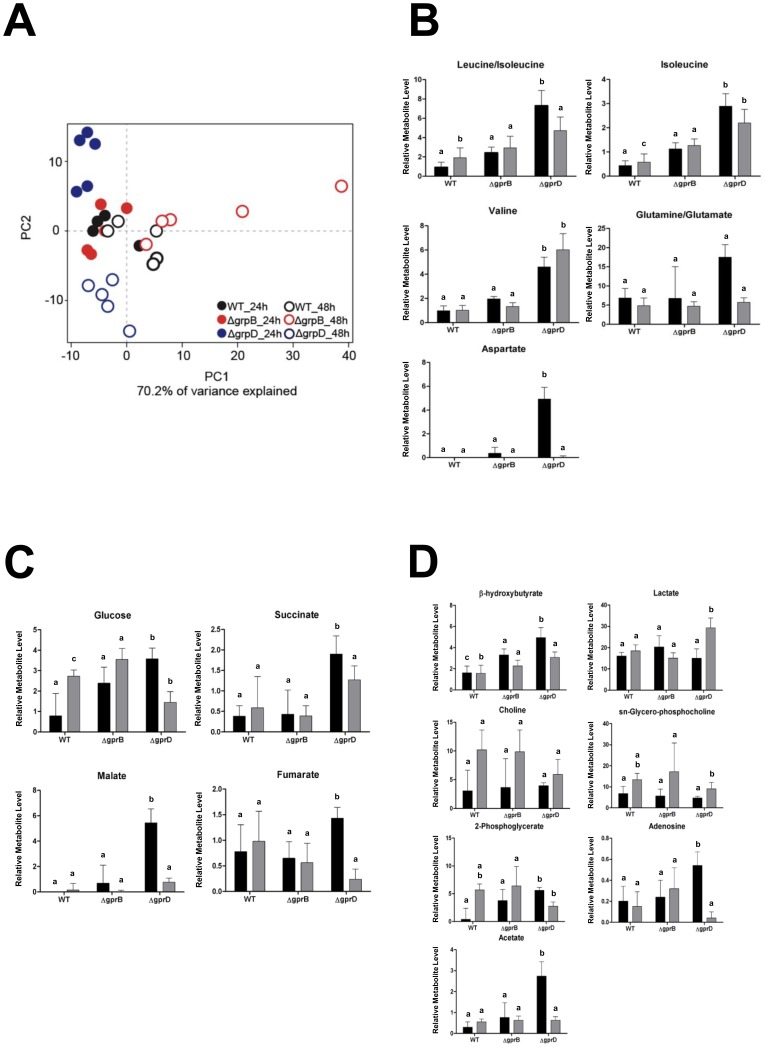
The metabolome of *A. nidulans ΔgprB* and *ΔgprB* strains grown on glucose. (A) PCA plot illustrating the variance of the integrals from NMR spectral data for all strains collected at 24 or 48 hours. (B–D) Column charts for identified metabolites expressed in Relative Metabolite Levels (Calculated taking Log2 of molar ratios from integrated spectral data). Metabolite levels were measured and averaged for each strain after 24 hours of growth (*black*) and 48 hours of growth (*light grey*). Using a two-way ANOVA, at 24 hours P<0.001 was determined for leucine/isoleucine, valine, isoleucine, β-hydroxybutyrate, acetate, malate, and aspartate, P<0.05 was determined for glucose. At 48 hours, P<0.001 was determined for valine and glucose, P<0.01 was determined for isoleucine and lactate, P<0.05 was determined for leucine/isoleucine and β-hydroxybutyrate. The columns not sharing the same letter are significantly different from strains within their time of collection (Tukey HSD, *p*<0.05).

In our metabolome analysis, we were able to clearly detect five different amino acids: leucine, isoleucine, valine, glutamine and aspartate (Figure 6B and Table S3). In all repetitions, the levels of these amino acids were increased in the *ΔgprD* strain, compared to the wild-type strain. The intracellular intermediates of carbon metabolism, glucose, succinate, malate, and fumarate, were detected in the present study. After 24 hours of growth on glucose, the *ΔgprD* strain presented significant differences from the wild-type and *ΔgprB* strains for all the carbon metabolism intermediates (Figure 6C and Table S3). Glucose is the most readily used carbon source by fungi, and succinate, malate and fumarate are intermediates of the tricarboxylic acid cycle (TCA).

The metabolomic analysis detected the intracellular metabolites ß-hydroxybutyrate, lactate, choline, sn-glycero-phosphocholine, 2-phosphoglycerate, adenosine, and acetate (Figure 6D). Of these metabolites, ß-hydroxybutyrate, lactate, and adenosine were significantly increased in the *ΔgprD* strain, compared to the wild-type strain, in at least one time point (Table S3). In some prokaryotes, ß-hydroxybutyrate (BHB) is the monomer of the polymeric ester poly-ß-hydroxybutyrate (PHB), an intracellular energy reserve accumulated when the microorganism is grown under nutrient limitations [52]. In mammals, BHB is one of the ketone bodies that is used as an energy source during fasting and starvation [53]. Lactate, a metabolite produced under anaerobic fermentative conditions [54] was detected at high concentrations in *A. nidulans* strains grown on glucose, suggesting that fermentation is also taking place under our experimental conditions. An accumulation of lactate indicates glycolysis is taking place at a faster rate than the TCA cycle is able to utilize all of the glycolytic end products. The levels of lactate in the *ΔgprD* strain were almost 2-fold higher at 48 hours compared to the wild-type and *ΔgprB* strains (Figure 6D).

Choline and sn-glycero-phosphocholine are important components of cellular membranes, and choline appeared to be involved in the growth and in the regulation of mycelial morphology of filamentous fungi [55]. Both metabolites were detected at relatively high levels in our experimental conditions, but no significant differences were detected among the strains (Figure 6D and Table S3).

Adenosine is a precursor of AMP, ADP, ATP, and the second messenger cAMP [56]. The levels of adenosine in the mutant *ΔgprD* were 3-fold higher compared to the wild-type strain after 24 hours of growth, but these levels strongly decreased after 48 hours (Figure 6D). The metabolite 2-phosphoglycerate is an intermediate of glycolysis. It is the substrate of the ninth step of this metabolic pathway, where it is catalyzed by enolase into phosphoenolpyruvate (PEP). 2-phosphoglycerate accumulated in a significant manner in both mutant strains after growth for 24 hours, compared to the wild-type strain (Figure 6D). Acetate is a key metabolic precursor in most organisms. In fungi, acetate is involved in many metabolic processes, from glycolysis to secondary metabolism, through generation of acetyl-CoA. Under experimental conditions, acetate was highly accumulated in the *ΔgprD* strain after 24 hours of growth, decreasing after 48 h, in a parallel manner to adenosine (Figure 6D).

In summary, the ^1^H NMR analysis of intracellular metabolism provided a rapid and efficient method to observe the metabolic fingerprint of *A. nidulans* under experimental conditions. The results clearly demonstrated the metabolome of *A. nidulans ΔgprD* strain differed significantly from the wild-type and *ΔgprB* mutant strain. The metabolic profiles of the strains reinforce the idea that the absence of a functional GprD affects glucose metabolism in *A. nidulans*. The PCA analysis demonstrated a significant metabolite shift in the *ΔgprD* strain grown on glucose (Figure 6A). A considerable number of amino acids were detected in our experimental conditions, and the amount of amino acids was higher in the *ΔgprD*, compared to the wild-type and *ΔgprB* strains (Figure 6B). This suggests that *A. nidulans* GprD could be involved somehow in the control of amino acid synthesis. In fact, recent interest in branched chain amino acids (BCAA) have shown that BCAA are major regulators via mTOR [57] and nutrient sensing [58], and induce mitochondria biogenesis [59]. In fact, they have been proposed to be potential targets for type 2 diabetes [58]. As demonstrated by the transcriptome analysis, the *cpcA* gene (AN3675) was up-regulated in the *ΔgprD* strain in the same conditions (Supplementary Table S1). This gene encodes for CpcA, a transcriptional regulator that controls the amino acid supply in fungi [49], [50], [60]. An overexpression of the *cpcA* gene induces an arrest in fruiting body formation when low levels of amino acids are present. The block can be released by a supplement of amino acids, in connection to the control of primary metabolism and fungal development [49], [50], [60]. The up-regulation of the *cpcA* transcript in *ΔgprD* may control sexual development and thereby maintain equilibrium, but an excess of amino acids releases this control. Regarding the *gprD* gene deletion, the results provide evidence for the activation of the genetic system responsible for amino acid supply and consequently fruiting bodies formation. Therefore, GprD may regulate sexual development using the aforementioned mechanism.

Asexual development is the common reproductive method in most fungi, whereas sexual reproduction is rare, due to the high energy-consumption of the sexual sporulation process [60]. The glucose metabolism detected in the *gprD* strain may not provide sufficient energy for sexual development. The ^1^H NMR analysis found metabolic intermediates, typical of starvation conditions and hypoxia, such as, ß-hydroxybutyrate and lactate, respectively. The high amount of lactate may suggest that fermentation was taking place in our experimental conditions in the presence of oxygen. It is well known in mammalian systems, that the ‘fight or flight’ response induced by epinephrine significantly increases glucose consumption in the periphery [61], but glucose production in the liver [62], It is mediated by a G-protein coupled receptor which activates PKA and increases cAMP levels [62]. A recent study has shown that a similar decrease in PKA activity with increased glucose consumption as occurred with the *ΔgprD* strain occurs with the α-adrenoreceptor (G-protein coupled receptor) in adipocytes.

The levels of acetate, malate, succinate, and fumarate were increased in the *ΔgprD* strain after growth for 24 h. In addition to the TCA cycle, succinate and malate are produced through an alternative pathway, the glyoxylate shunt, which allows cells to convert acetyl-CoA, provided from acetate, into succinate. Succinate can then be used to replenish the TCA cycle or to function as precursors for amino acid biosynthesis or carbohydrate biosynthesis. Thus, the glyoxylate shunt enables cells to use acetate as the sole carbon source [63]. This pathway may be activated in the absence of GprD, providing the amino acids and the energy necessary for fruiting bodies formation. However, the unpaired metabolism is probably a cause for the developmental defects observed in the *ΔgprD* strain [4].

### Conclusions

Transcriptional profiling and NMR analysis aimed to identify the metabolic pathways that are influenced in *A. nidulans* by GPCRs, GprB and GprD. Notably, the *A. nidulans* wild-type PKA activity is increased upon starvation. However, upon starvation, the PKA activity is increased in the *ΔgprB* mutant but decreased in the *ΔgprD* mutant strains. The *ΔgprB* and *ΔgprD* strains displayed contrasting behavior, *i.e.* the absence of GprB promoted the increase of PKA activity during growth on glucose and during starvation. Although, the absence of GprD drastically reduced the activity of PKA, the decrease was more evident under starvation conditions. Our results suggest that the absence of *gprB* and *gprD* genes interferes, at both transcriptional and metabolic levels, with the different metabolic pathways of *A. nidulans*. A large number of genes encoding proteins involved in secondary metabolism were modulated at the transcriptional level in both mutants. Several members of the sterigmatocystin-aflatoxin gene cluster presented down-regulation in both mutant strains. Many of the genes of the NR-PKS monodictyphenone biosynthesis cluster had increased and decreased mRNA accumulation in *ΔgprB* and *ΔgprD*, respectively. The differential behavior between both mutants was observed for genes related to sexual development, stress signaling, and amino acid metabolism. The ^1^H NMR analysis of intracellular metabolites showed the absence of the *gprB* gene did not significantly affect overall metabolism in *A. nidulans*. The effects of the absence of the *gprD* gene were significantly detectable in PCA and statistical analysis compared to the *ΔgprB* and wild-type strains. The metabolic profiles of the strains reinforced the idea that the absence of a functional GprD affects glucose metabolism in *A. nidulans.* Accordingly, the levels of lactate, a metabolite produced under anaerobic conditions, was 2-fold higher in the *ΔgprD* strain when compared to the wild-type and *ΔgprB* strains. The results provide a preliminary comprehension of how GprB and GprD, two fungal GPCRs, affect metabolic pathways. Further work should concentrate on understanding how GprB and GprD are able to modulate these pathways at the molecular level.

## Materials and Methods

### Fungal strains and growth conditions

The *A. nidulans* strains used in this study were kindly provided by Dr. Jae-Hyuk Yu (University of Winconsin, Madison, USA). The mutant strains RJA36 (*pabaA1*, *yA2*; *ΔgprB*::*argB* ^+^), RKH57.25 (*biA1*; *ΔgprD*::*argB* ^+^) and the wild-type strain FGSC4 (*veA* ^+^) were grown on solid minimal medium with appropriate supplements (MM), with the indicated carbon source, and incubated at 37 °C. The stock cultures were kept on silica beads with 7% milk (w/v) at 4°C. The batch cultivation medium (BCM; pH 6.5) was composed of 50 ml/liter salt solution (6 g/liter NaNO_3_, 1.5 g/liter KH_2_PO_4_, 0.5 g/liter KCl and 0.5 g/liter MgSO_4_.), 200 µl/liter trace elements (10 g/liter EDTA, 4.4 g/liter ZnSO_4_.7H_2_O, 1.0 g/liter MnCl_2_.4H_2_O, 0.32 g/liter CoCl_2_.6H_2_O, 0.315 g/liter CuSO_4_.5H_2_O, 0.22 g/liter (NH_4_)_6_Mo_7_O_24_.4H_2_O, 1.47 g/liter CaCl_2_.2H_2_O and 1 g/liter FeSO_4_.7H_2_O) and 1% glucose as carbon source. The incubation was performed at 37 °C.

For the viability assays using oxidative stress agents, 10-fold dilutions of starting suspension conidia were used. Conidia were collected from 5-day-old cultures grown on solid minimal medium containing the appropriate supplements. The amount of conidia was calculated using a counting chamber. It was spotted 10^5^, 10^4^, 10^3^ and 10^2^ conidia in a volume of 5 µl on minimal medium agar plates (control) and agar plates containing farnesol (10 and 50 µM), 2 mM paraquat, and 0.1 mM menadione. The plates were incubated at 37°C for 48 h.

For the quantification of sporulation, 50 µl of a spore suspension containing 1×10^7^ conidia prepared from a freshly harvested and filtered spore suspension was spread onto MM agar plates containing low glucose (0.1% w/v) and high glucose (1% w/v) concentration. Five plates for each strain were incubated for 48 h, and the conidia produced on each plate were harvested with 10 ml of PBS solution containing 2% (v/v) Tween 80 (Merck, Germany). The spore suspensions were filtered through 40 µm-pore filter (Millipore, USA), and the number of conidia was determined using a counting chamber.

### Construction of A. nidulans GprD::mRFP and GprB::GFP strains

To generate the GprD::mRFP and the GprB::GFP strains under the control of the endogenous promoter, a portion of 5′ UTR flanking region, the open reading frame (ORF) and a portion of 3′ UTR flanking region of the *gpr* genes were amplified from the wild-type *A. nidulans* gDNA and cloned in frame with the monomeric red fluorescent protein (*mRFP*) gene or the green fluorescent protein (GFP) gene. The stop codon of the genes was omitted in the construction. The construct links *mRFP* or *GFP* to the C-terminus of *gprD* and *gprB*, respectively, and the selective marker used was *pyro*. The *S. cerevisiae in vivo* recombination system was used for the production of the transformation cassette as previously described [64].

### Microscopic analysis

The GprD::mRFP and GprB::GFP strains were grown on coverslips in the indicated conditions. After incubation in minimal medium with no carbon source or glucose for a determined time, the coverslips were rinsed with phosphate-buffered saline (PBS; 140 mM NaCl, 2 mM KCl, 10 mM NaHPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4) and mounted for examination. Slides were visualized on an Observer Z1 fluorescence microscope using a 100× objective oil immersion lens (mRFP filter; excitation 543 nm/emission 550 nm). DIC (differential interference contrast) images and fluorescence images were captured with an AxioCam camera (Carl Zeiss) and processed using AxioVision software (version 4.8).

### RNA extraction

After harvesting, mycelia were disrupted by grinding, and total RNA was extracted with RNeasy Plant Mini Kit (Qiagen). RNA (10 µg) from each treatment was fractionated in 2.2 M formaldehyde, 1.2% agarose gel, stained with ethidium bromide, and visualized with UV-light in order to check RNA integrity. The samples were submitted to RNAse-free DNAse treatment as previously described, purified with RNeasy® Mini Kit (Qiagen), and then quantified in the NanoDrop® 2000 Thermo Scientific (Thermo Scientific). RNA integrity was verified in the Agilent 2100 Bioanalyzer (Agilent Technologies), according to manufacturer's protocol.

### Protein kinase A activity assay

A total of 10^7^ conidia of the wild-type, *ΔgprB*, and *ΔgprD* mutant strains were grown for 24 hours at 37°C in erlemeyer-flasks of 250 ml 50 ml MM containing 2% glucose on a rotary shaker (180 rpm). The liquid media was discarded and the mycelia washed with sterile water prior incubation with glucose-free MM for 12 and 24 hours, under the same conditions. The mycelia was harvested via vacuum filtration and immediately frozen in liquid nitrogen. The extraction of total protein and the protein kinase A activity assays were performed using the PepTag® Non-Radioactive Protein Kinase A kit (Promega), according to the manufactures instructions. The intensity of the phosphorylated substrate was determined via densitometry analysis using the ImageJ software.

### Microarray slides construction and gene expression methods

The Agilent arrays were designed using the Agilent E-array software tool (available at https://earray.chem.agilent.com/earray/). Briefly, gene sequences representing the whole *A. nidulans* A4 genome were uploaded and the ORF numbers carefully validated by comparing the sequences deposited in three databanks [CADRE (The Central Aspergillus Resource); AspGD (Aspergillus Genome Database) and BROAD Institute], resulting in 11,251 ORFs being submitted to Agilent E-array. Based on the quality parameter implemented by Agilent E-array, 11,143 probes were designed from the uploaded sequences. These probes were represented three or four times on the microarray slides. The gene annotation used in the analysis was based on [65], [66]. Therefore, the microarray slides comprised of 45,220 features representing the gene probes, 1,417 Agilent internal controls and 800 controls that represented 80 randomly chosen *A. nidulans* ORFs.

To identify the *A. nidulans* genes transcriptionally activated by growth of wild-type, Δ*gprB* and Δ*gprD* strains on 1% glucose for 24 and 48 h, we measured gene expression using Agilent custom-designed oligonucleotides arrays (4×44K microarray), described above. After RNA isolation and purification, cDNA was synthesized using the T7 promoter primer. Initially, 5 µg of total RNA was incubated with Agilent™ RNA Spike-In controls probes (RNA Spike A and B mix). The RNA and primer were denatured at 65°C for 10 minutes, and then placed on ice for 5 min. Subsequently, cDNA Master Mix (4 µL 5× First Strand Buffer, 2 µL 0.1 M DTT, 1 µL 10 mM dNTP mix, 1 µL MMLV-RT and 0.5 µL RNaseOut) was added, prior to incubation at 40 °C for 2 hours. Finally, the samples were incubated at 65°C for 15 minutes. The samples were then labeled with Cy-3 or Cy-5-dUTP using the Two-Color Microarray-based gene expression analysis kit (Quick Amp Labeling Kit, Agilent Technologies™, USA) following the manufacturer's procedures. cRNA amplification and labeling were performed by adding to the samples the Agilent™ Transcription Master Mix (20 µL 4× Transcription Buffer, 6 µL 0.1 M DTT, 8 µL NTP mix, 6.4 µL 50% PEG, 0.5 µL RNase OUT, 0.6 µL inorganic pyrophosphatase, 0.8 µL T7 RNA Polymerase, 2.4 µL Cyanine 3-CTP to control samples, or cyanine 5-CTP to treated samples, and 15.3 µL nuclease-free water), and incubating the mixtures at 40 °C for 2 hours. The labeled cRNA was purified using RNeasy® Mini Kit (Qiagen), and then quantified in the NanoDrop® 2000 (Thermo Scientific).

Prior to hybridization, 825 ng of each labeled cRNA was incubated at 60 °C for exactly 30 minutes with Agilent™ Fragmentation Mix (11 µL 10× Blocking agent, 2.2 µL 25× fragmentation buffer, and nuclease-free water to bring the volume to 52.8 µL). The fragmentation process was stopped by adding 55 µL of 2× GE Hybridization Buffer HI-RPM. Finally, 100 µL of the sample was placed onto the microarray slide, which was mounted into the Agilent™ Microarray Hybridization Chamber. The hybridization was performed in an Agilent G2545A Hybridization Oven set at 65 °C for 17 hours. After, microarray slides were washed according to Agilent's instruction and scanned using GenePix® 4000B microarray scanner (Molecular Devices, USA).

### Gene expression analysis

Gene expression data was extracted from TIFF images generated using Agilent Feature Extraction (FE) Software, version 9.5.3.1 (Agilent Technologies, USA) and the Linear Lowess algorithm to subtract the background noise and normalized intensity values. The normalized values were uploaded into the Express Converter (version 2.1, TM4 platform available at http://www.tm4.org/utilities.html), which converts the file from the Agilent to mev (multi experiment viewer) format that is compatible with the TM4 softwares used for microarray analysis (available at http://www.tm4.org/). The mev files were uploaded into the MIDAS software (TM4 platform), where the data was averaged for the replicated probes of each gene on the array and the two biological replicates of each treatment. The generated mev files were finally analyzed using TMeV (TM4 platform, Multi Experiment Viewer, available at http://www.tigr.org/software/microarray.shtml). Differentially expressed genes were statistically identified using one-class *t* test (*p*>0.01) and further filtered for those with a mean log_2_ expression ratio over 1.0. The full dataset was deposited in the Gene Expression Omnibus (GEO) from the National Center of Biotechnology Information (NCBI) with the number GSE42553 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42553).

### Metabolite extraction

The metabolite extraction protocol used was based in *Neurospora crassa* and *Fusarium graminearum* metabolomic studies, recently described [67]–[70]. After growth of *A. nidulans* wild-type, Δ*gprB* and Δ*gprD* on batch culture medium containing 1% glucose (w/v) for 24 and 48 h, the mycelia were filtered under vacuum and immediately frozen at −80°C. The metabolites were extracted from frozen tissues (0.1 g) by pulverizing it in liquid nitrogen until reached the consistency of a fine powder. To each powdered sample was added 800 µl of extraction buffer containing 1∶1 (v/v) acetonitrile-*d3* (CD_3_CN):deuterium oxide (D_2_O) plus 50 mM sodium acetate-d3 (CD_3_COOD). Acetonitrile has been shown to precipitate proteins without small molecule loss [64], [66]. Extracts were clarified by centrifugation at full speed for 2 min., and the supernatants transferred to a new tube and immediately frozen on dry ice for further processing to ^1^H NMR analysis.

### ^1^H NMR analysis

For NMR-based metabolomic analysis, dried media samples were resuspended in 70 µl of deuterium oxide (D_2_O) with 20 mM phosphate buffer, 0.1 mM 2,2′,3,3′ deutero-trimethyl propionate (TSP), and 1 mM Formate. Proton (^1^H) spectra were acquired at 25 °C on a 14.1 T Varian INOVA spectrometer (600 MHz ^1^H frequency) equipped with a CapNMR™ microcoil (Magnetic Resonance Microsensors Corp, Savoy, MN). The ^1^H NMR spectra were acquired using a one-pulse sequence with pre-saturation of the water resonance using a 90°flip angle, and a total repetition time (TR) of 5.65 s. The time to acquire a spectrum from each sample was approximately 40 minutes with 512 transients.

Molar ratios were calculated from the ^1^H NMR spectra by comparing peak areas to the total integration of each spectrum after removing the water and TSP peaks. The spectral data of the culture media was processed using ACDLabs 12.0 1D NMR Processor (ACD Labs). Spectral processing followed a standard routine. First, prior to Fourier transformation, the spectra were zero-filled to 32,000 points and an apodization Gaussian function of 0.5 Hz was applied. Spectrum were phased, baseline corrected, and reference to TSP set to 0 ppm. Chemical shifts presented were obtained from the Human Metabolome Database (http://www.hmdb.ca). For statistical comparison of multiple spectra, we performed principal component analysis (PCA) [70]. The spectra were binned into 0.04 ppm segments using ACDLabs, and values were exported to SIMCA-P+11 (Umetrics). The first two principal components were plotted to demonstrate the separation between samples, which qualified differences within the dataset.

## Supporting Information

Table S1 **Differentially expressed genes in** ***ΔgprD*** **strain grown on glucose in a significant manner (p<0.01).**
(XLSX) Click here for additional data file.

Table S2 **FunCat categorization of some genes down-or up-regulated in the mutant strains grown on glucose, compared to the WT.**
(XLSX) Click here for additional data file.

Table S3 **Statistical analysis of metabolite profile.**
(XLSX) Click here for additional data file.

## References

[1] NevesSR, RamPT, IyengarR (2002) G protein pathways. Science 296: 1636–1639.1204017510.1126/science.1071550

[2] BahnYS, XueC, IdnurmA, RutherfordJC, HeitmanJ, et al (2007) Sensing the environment: lessons from fungi. Nat Rev Microbiol 5: 57–69.1717074710.1038/nrmicro1578

[3] LengelerKB, DavidsonRC, D'souzaC, HarashimaT, ShenWC, et al (2000) Signal transduction cascades regulating fungal development and virulence. Microbiol Mol Biol Rev 64: 746–785.1110481810.1128/mmbr.64.4.746-785.2000PMC99013

[4] HanKH, SeoJA, YuJH (2004) A putative G protein-coupled receptor negatively controls sexual development in *Aspergillus nidulans* . Mol Microbiol 51: 1333–1345.1498262810.1111/j.1365-2958.2003.03940.x

[5] LafonA, HanKH, SeoJA, YuJH, d'EnfertC (2006) G-protein and cAMP-mediated signaling in aspergilli: A genomic perspective. Fungal Genet Biol 43: 490–502.1654642010.1016/j.fgb.2006.02.001

[6] YuJH (2010) Regulation of development in *Aspergillus nidulans* and *Aspergillus fumigatus* . Mycobiology 38: 229–237.2395666210.4489/MYCO.2010.38.4.229PMC3741515

[7] SeoJA, HanKH, YuJH (2004) The *gprA* and *gprB* genes encode putative G protein- coupled receptors required for self-fertilization in *Aspergillus nidulans* . Mol Microbiol 53: 1611–1623.1534164310.1111/j.1365-2958.2004.04232.x

[8] AffeldtKJ, BrodhagenM, KellerNP (2012) *Aspergillus* oxylipin signaling and quorum sensing pathways depend on G protein-coupled receptors. Toxins 4: 695–717.2310597610.3390/toxins4090695PMC3475224

[9] GehrkeA, HeinekampT, JacobsenID, BrakhageAA (2010) Heptahelical receptors GprC and GprD of *Aspergillus fumigatus* are essential regulators of colony growth, hyphal morphogenesis, and virulence. Appl Environ Microb 76: 3989–3998.10.1128/AEM.00052-10PMC289347020418440

[10] LuttrellLM (2008) Reviews in molecular biology and biotechnology: transmembrane signaling by G protein-coupled receptors. Mol Biotechnol 39: 239–264.1824002910.1007/s12033-008-9031-1

[11] DechantR, PeterM (2008) Nutrient signals driving cell growth. Curr Opin Cell Biol 20: 678–87.1893081810.1016/j.ceb.2008.09.009

[12] ZamanS, LippmanSI, ZhaoX, BroachJR (2008) How *Saccharomyces* responds to nutrients. Annu Rev Genet 42: 27–81.1830398610.1146/annurev.genet.41.110306.130206

[13] NakafukuM, ObaraT, KaibuchiK, MiyajimaI, MiyajimaA, et al (1988) Isolation of a second yeast *Saccharomyces cerevisiae* gene (GPA2) coding for guanine nucleotide-binding regulatory protein: studies on its structure and possible functions. Proc Natl Acad Sci USA 85: 1374–78.283061610.1073/pnas.85.5.1374PMC279773

[14] RollandF, De WindeJH, LemaireK, BolesE, TheveleinJM, et al (2000) Glucose-induced cAMP signalling in yeast requires both a G-protein coupled receptor system for extracellular glucose detection and a separable hexose kinase-dependent sensing process. Mol Microbiol 38: 348–358.1106966010.1046/j.1365-2958.2000.02125.x

[15] VandammeJ, CastermansD, TheveleinJM (2012) Molecular mechanisms of feedback inhibition of protein kinase A on intracellular cAMP accumulation. Cell Signal 24: 1610–1618.2252218210.1016/j.cellsig.2012.04.001

[16] TheveleinJM, GeladéR, HolsbeeksI, LagatieO, PopovaY, et al (2005) Nutrient sensing systems for rapid activation of the protein kinase A pathway in yeast. Biochem Soc Trans 33(Pt 1): 253–256.10.1042/BST033025315667319

[17] von DürenH (2009) A survey of nonribosomal peptide synthetase (NRPS) genes in *Aspergillus nidulans* . Fungal Genetics and Biology 46: S45–S52.1880417010.1016/j.fgb.2008.08.008

[18] HynesMJ, MurraySL (2010) ATP-citrate lyase is required for production of cytosolic acetyl coenzyme A and development in *Aspergillus nidulans* . Eukaryot Cell 9: 1039–1048.2049505710.1128/EC.00080-10PMC2901662

[19] SonH, LeeJ, ParkAR, LeeYW (2011) ATP citrate lyase is required for normal sexual and asexual development in *Gibberella zeae* . Fungal Genet Biol 48: 408–417.2123728010.1016/j.fgb.2011.01.002

[20] HicksJ, LockingtonRA, StraussJ, DieringerD, KubicekCP, et al (1997) RcoA has pleiotropic effects on *Aspergillus nidulans* cellular development. Mol Microbiol 39: 1482–1493.10.1046/j.1365-2958.2001.02332.x11260466

[21] CalvoAM, WilsonRA, BokJW, KellerNP (2002) Relationship between secondary metabolism and fungal development. Microbiol Mol Biol Rev 66: 447–459.1220899910.1128/MMBR.66.3.447-459.2002PMC120793

[22] RozeLV, BeaudryRM, KellerNP, LinzJE (2004a) Regulation of aflatoxin synthesis by FadA/cAMP/protein kinase A signaling in *Aspergillus parasiticus* . Mycopathologia 158: 219–232.1551835110.1023/b:myco.0000041841.71648.6e

[23] ShimizuK, KellerN (2001) Genetic involvement of a cAMP-dependent protein kinase in a G protein signaling pathway regulating morphological and chemical transitions in *Aspergillus nidulans* . Genetics 157: 591–600.1115698110.1093/genetics/157.2.591PMC1461531

[24] ShimizuK, HicksJK, HuangTP, KellerNP (2003) Pka, Ras and RGS protein interactions regulate activity of AflR, a Zn(II)2Cys6 transcription factor in *Aspergillus nidulans* . Genetics 165: 1095–1104.1466836710.1093/genetics/165.3.1095PMC1462812

[25] RozeLV, ChandaA, LinzJE (2011) Compartmentalization and molecular traffic in secondary metabolism: a new understanding of established cellular processes. Fungal Genet Biol 48: 35–48.2051914910.1016/j.fgb.2010.05.006PMC2949687

[26] SanchezJF, SomozaAD, KellerNP, WangCC (2012) Advances in *Aspergillus* secondary metabolite research in the post-genomic era. Nat Prod Rep 29: 351–371.2222836610.1039/c2np00084aPMC4568942

[27] BrizaP, EckerstorferM, BreitenbachM (1994) The sporulation-specific enzymes encoded by the DIT1 and DIT2 genes catalyze a two-step reaction leading to a soluble LL-dityrosine-containing precursor of the yeast spore wall. Proc Natl Acad Sci USA 91: 4524–4528.818394210.1073/pnas.91.10.4524PMC43818

[28] StringerMA, DeanRA, SewallTC, TimberlakeWE (1991) Rodletless, a new *Aspergillus* developmental mutant induced by directed gene inactivation. Genes Dev 5: 1161–1171.206597110.1101/gad.5.7.1161

[29] ChangYC, TimberlakeWE (1993) Identification of *Aspergillus brlA* response elements (BREs) by genetic selection in yeast. Genetics 133: 29–38.841798610.1093/genetics/133.1.29PMC1205295

[30] Soidi-RaggiG, SánchezO, AguirreJ (2006) TmpA, a member of a novel family of putative membrane flavoproteins, regulates asexual development in *Aspergillus nidulans* . Mol Microbiol 59: 854–869.1642035610.1111/j.1365-2958.2005.04996.x

[31] PaoSS, PaulsenIT, SaierMHJr (1998) The major facilitator superfamily. Microbiol Molec Biol Rev 62: 1–32.952988510.1128/mmbr.62.1.1-34.1998PMC98904

[32] Sá-CorreiaI, TenreiroS (2002) The multidrug resistance transporters of the major facilitator superfamily, 6 years after the disclosure of *Saccharomyces cerevisiae* genome sequence. J Biotechnol 98: 215–226.1214198810.1016/s0168-1656(02)00133-5

[33] GerkeJ, BayramO, FeussnerK, LandesfeindM, ShelestE, et al (2012) Breaking the silence: protein stabilization uncovers silenced biosynthetic gene clusters in the fungus *Aspergillus nidulans* . Appl Environ Microbiol 78: 8234–8244.2300167110.1128/AEM.01808-12PMC3497355

[34] SchimidtA, HallMN, KollerA (1994) Two FK506 resistance-conferring genes in *Saccharomyces cerevisiae*, TAT1 and TAT2, encode amino acid permeases mediating tyrosine and tryptophan uptake. Mol Cell Biol 14: 6597–6606.752385510.1128/mcb.14.10.6597-6606.1994PMC359189

[35] BajmocziM, SneveM, EideDJ, DrewesLR (1998) TAT1 encodes a low-affinity histidine transporter in *Saccharomyces cerevisiae* . Biochem Biophys Res Commun 243: 205–209.947350510.1006/bbrc.1998.8082

[36] RegenbergB, Düring-OlsenL, Kielland-BrandtMC, HolmbergS (1999) Substrate specificity and gene expression of the amino-acid permeases in *Saccharomyces cerevisiae* . Curr Genet 36: 317–328.1065408510.1007/s002940050506

[37] IsnardAD, ThomasD, Surdin-KerjanY (1996) The study of methionine uptake in *Saccharomyces cerevisiae* reveals a new family amino acids permease. J Mol Biol 262: 473–484.889385710.1006/jmbi.1996.0529

[38] KosugiA, KoizumiY, YanagidaF, UdakaS (2001) MUP1, high affinity methionine permease, is involved in cysteine uptake by *Saccharomyces cerevisiae* . Biosci Biotechnol Biochem 65: 728–731.1133070110.1271/bbb.65.728

[39] JauniauxJC, GrensonM (1990) GAP1, the general amino acid permease gene of *Saccharomyces cerevisiae*. Nucleotide sequence, protein similarity with the other bakers yeast amino acid permeases, and nitrogen catabolite repression. Eur J Biochem 190: 39–44.219479710.1111/j.1432-1033.1990.tb15542.x

[40] StanbroughM, MagasanikB (1995) Transcriptional and posttranslational regulation of the general amino acid permease of *Saccharomyces cerevisiae* . J Bacteriol 177: 94–102.779815510.1128/jb.177.1.94-102.1995PMC176561

[41] RegenbergB, HansenJ (2000) GAP1, a novel selection and counter selection marker for multiple gene disruptions in *Saccharomyces cerevisiae* . Yeast 16: 1111–1119.1095308310.1002/1097-0061(20000915)16:12<1111::AID-YEA611>3.0.CO;2-3

[42] UemuraT, KashiwagiK, IgarashiK (2005) Uptake of putrescine and spermidine by Gap1p on the plasma membrane of *Saccharomyces cerevisiae* . Biochem Biophys Res Commun 328: 1028–1033.1570798110.1016/j.bbrc.2005.01.064

[43] Pérez-SánchezL, GonzálezE, Colón-LorenzoE, González-VelázquezW, González-MéndezR, et al (2010) Interaction of the heterotrimeric G protein alpha subunit SSG-1 of *Sporothrix schenckii* with proteins related to stress response and fungal pathogenicity using a yeast two-hybrid assay. BMC Microbiol 10: 317.2114393610.1186/1471-2180-10-317PMC3018405

[44] ObereggerH, SchoeserM, ZadraI, AbtB, HaasH (2001) SREA is involved in regulation of siderophore bosynthesis, utilization and uptake in *Aspergillus nidulans* . Mol Microbiol 41: 1077–1089.1155528810.1046/j.1365-2958.2001.02586.x

[45] HaasH, SchoeserM, LesuisseE, ErnstJF, ParsonW, et al (2003) Characterization of the *Aspergillus nidulans* transporters for the siderophores enterobactin and triacetylfusarinine C. Biochem J. 371: 505–513.10.1042/BJ20021685PMC122327512487628

[46] EisendleM, SchrettlM, KraglC, MüllerD, IllmerP, et al (2006) The intracellular siderophore ferricrocin is involved in iron storage, oxidative-stress resistance, germination, and sexual development in *Aspergillus nidulans* . Eukaryot Cell 5: 1596–603.1703099110.1128/EC.00057-06PMC1595343

[47] EigentlerA, PócsiI, MarxF (2012) The anisin1 gene encodes a defensin-like protein and supports the fitness of *Aspergillus nidulans* . Arch Microbiol 194: 427–437.2211335110.1007/s00203-011-0773-yPMC3354322

[48] KrysanDJ, TingEL, AbeijonC, KroosL, FullerRS (2005) Yapsins are a family of aspartyl proteases required for cell wall integrity in *Saccharomyces cerevisiae* . Eukariot Cell 4: 1364–1374.10.1128/EC.4.8.1364-1374.2005PMC121453716087741

[49] HoffmannB, WankeC, LapagliaSK, BrausGH (2000) c-Jun and RACK1 homologues regulate a control point for sexual development is *Aspergillus nidulans* . Mol Microbiol 37: 28–41.1093130310.1046/j.1365-2958.2000.01954.x

[50] HoffmannB, ValeriusO, AndermannM, BrausGH (2001) Transcriptional autoregulation and inhibition of mRNA translation of amino acid regulator gene cpcA of filamentous fungus *Aspergillus nidulans* . Mol Biol Cell 12: 2846–2857.1155372210.1091/mbc.12.9.2846PMC59718

[51] RingnerM (2008) What is principal component analysis? Nat Biotechnol 26: 303–304.1832724310.1038/nbt0308-303

[52] PeoplesOP, SinskeyAJ (1989) Poly-ß-hydroxybutyrate (PHB) biosynthesis in *Alcaligenes eutrophus* H16. Identification and characterization of the PHB polymerase gene (phbC). J Biol Chem 264: 15298–15303.2670936

[53] VeechRL, ChanceB, KashiwayaY, LardyHA, CahillGFJr (2001) Ketone bodies, potential therapeutic uses. IUBMB Life 51(4): 241–247.1156991810.1080/152165401753311780

[54] BarkerBM, KrollK, VodischM, MazurieA, KniemeyerO, et al (2012) Transcriptomic and proteomic analyses of the *Aspergillus fumigatus* hypoxia response using an oxygen-controlled fermenter. BMC Genomics 13: 62.2230949110.1186/1471-2164-13-62PMC3293747

[55] MarkhamP, RobsonGD, BainbridgeBW, TrinciAP (1993) Choline: its role in the growth of filamentous fungi and the regulation of mycelial morphology. FEMS Microbiol Rev 10: 287–300.831826110.1111/j.1574-6968.1993.tb05872.x

[56] PallML (1981) Adenosine 3′-5′-phosphate in fungi. Microbiol Rev 45: 462–480.627208110.1128/mr.45.3.462-480.1981PMC281520

[57] DoddKM, TeeAR (2012) Leucine and mTORC1: a complex relationship. Am J Physiol Endocrinol Metab 302: E1329–E1342.2235478010.1152/ajpendo.00525.2011

[58] YoshizawaF (2012) New therapeutic strategy for amino acid medicine: notable functions of branched chain amino acids as biological regulators. J Pharmacol Sci 118: 149–155.2229329310.1254/jphs.11r05fm

[59] ValerioA, D'AntonaG, NisoliE (2011) Branched-chain amino acids, mitochondrial biogenesis, and healthspan: an evolutionary perspective. Aging 3: 464–478.2156625710.18632/aging.100322PMC3156598

[60] BayramO, BrausGH (2012) Coordination of secondary metabolism and development in fungi: the velvet family of regulatory proteins. FEMS Microbiol Rev 36: 1–24.2165808410.1111/j.1574-6976.2011.00285.x

[61] CahovaM, PalenickovaE, PapackovaZ, DankovaH, SkopV, et al (2012) Epinephrine-dependent control of glucose metabolism in white adipose tissue: the role of α- and β-adrenergic signalling. Exp Biol Med 237: 211–218.10.1258/ebm.2011.01118922302710

[62] TikunovAP, WinnikeJH, TechK, JeffriesRE, McClellandRE, et al (2013) Fluxomics by NMR Spectroscopy from Cells to Organisms Focusing on Liver. Current Metabolomics 1: 1–32.

[63] KunzeM, PracharoenwattanaI, SmithSM, HartigA (2006) A central role for the peroxisomal membrane in glyoxylate cycle function. Biochim Biophys Acta 1763: 1441–1452.1705507610.1016/j.bbamcr.2006.09.009

[64] DinamarcoTM, FreitasFZ, AlmeidaRS, BrownNA, dos ReisTF, et al (2012) Functional characterization of an *Aspergillus fumigatus* calcium transporter (PmcA) that is essential for fungal infection. PLoS ONE 7: e37591.2264954310.1371/journal.pone.0037591PMC3359301

[65] ArnaudMB, ChibucosMC, CostanzoMC, CrabtreeJ, InglisDO, et al (2010) The Aspergillus genome database, a curated comparative genomics resource for gene, protein and sequence information for the *Aspergillus* research community. Nucleic Acids Res 38: D420–D427.1977342010.1093/nar/gkp751PMC2808984

[66] GalaganJE, CalvoSE, CuomoC, MaLJ, WortmanJR, et al (2005) Sequencing of *Aspergillus nidulans* and comparative analysis with *A. fumigatus* and *A. oryzae* . Nature 438: 1105–1115.1637200010.1038/nature04341

[67] KimJD, KaiserK, LariveCK, BorkovichKA (2011) Use of 1H NMR to measure intracellular metabolite levels during growth and asexual sporulation in *Neurospora crassa* . Eukaryot Cell 10: 820–831.2146019110.1128/EC.00231-10PMC3127669

[68] LoweRG, AllwoodJW, GalsterAM, UrbanM, DaudiA, et al (2010) A combined (1)H nuclear magnetic resonance and electrospray ionization-mass spectrometry analysis to understand the basal metabolism of plant-pathogenic *Fusarium* spp. Mol Plant Microbe Interact 23: 1605–1618.2071866810.1094/MPMI-04-10-0092

[69] BoernsenKO, GatzekS, ImbertG (2005) Controlled protein precipitation in combination with chip-based nanospray infusion mass spectrometry. An approach for metabolomics profiling of plasma. Anal Chem 77: 7255–7264.1628567310.1021/ac0508604

[70] StackliesW, RedestigH, ScholzM, WaltherD, SelbigJ (2007) pcaMethods a bioconductor package providing PCA methods for incomplete data. Bioinformatics 23: 1164–1167.1734424110.1093/bioinformatics/btm069

How the deposited data were processed for this re-analysis (not part of the article)

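The data were 8 two-colour arrays of A. nidulans, made from the ΔgprB and ΔgprD strains grown on 1% glucose at 37°C for 24 and 48 h, with 2 arrays for each of the 4 conditions. On every array the wild type was labelled with Cy3 and the mutant with Cy5, without a dye swap. The authors scanned a custom array and quantified each of its 45220 spots with Agilent Feature Extraction 9.5.3.1. Of these spots, 1417 were controls and 43803 belonged to 11143 probes, 1 for each gene. The deposited intensity of each channel was the signal of the spot with its local background subtracted by the authors' Feature Extraction run, and the processed intensity was dye-normalized with linear lowess as well. The deposited log10 ratio of Cy5 to Cy3 was made by the authors from the processed intensities, and it is 0 where neither channel is positive and significant. A table deposited by the authors held log2 ratios of the same arrays, 1 value per gene and array, with replicate spots averaged after Express Converter and MIDAS. Its columns correlated with the log2 ratio of the processed intensities of the array they name at r = 0.998 to 1.000.

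The condition and replicate of each array were taken from its labels and the paper. The labels of the ΔgprD 48 h arrays name their wild-type reference as 24 h in the title and as 48 h elsewhere, and they were used as 48 h. The replicate number was also the number of the slide. The arrays labelled ΔgprD 24 h were used under their label, although the signal of gprD on them goes against it. The deletion of gprB was not checked, because no table used here pairs gprB with an identifier of the array.

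The log10 ratios were multiplied by log2(10). Control spots were left out, as were between 1299 and 1539 gene spots per array that Feature Extraction marked as outliers, and the other spots of a gene were averaged on each array. A gene was well above background in a channel of an array when at least 50% of its spots were marked so by Feature Extraction. The 10114 genes well above background in either channel on at least 2 of the 8 arrays were tested, and 1029 were not. On an array, between 77.4% and 89.8% of the gene spots were well above background in Cy3 and between 82.1% and 92.0% in Cy5. The replicate arrays of a condition correlated across genes at r = 0.876 to 0.930, and the precision is limited by their number, 2 in each condition.

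The ratios were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with a mean for each condition and no other term, which left 4 residual degrees of freedom and gave a prior of 2.14. The pooled fit assumes that a gene varies to the same extent in every condition. Adjusted p values of genes come from limma with Benjamini-Hochberg adjustment over the genes tested in each comparison. A gene was called at an adjusted p under 0.05 with a log2 ratio of at least 1 in size. The same fit gave the differences between the mutants at each time and between the times in each mutant, which were called at the same thresholds. Reported SDs are those of the 2 arrays of a condition. Where a channel was not well above background on any array of a condition, the fold was given as a lower bound, with the signal of that channel set to the lowest value among genes well above background on the array, or to its own value if that was higher. No fold is given where this held for both channels.

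Lists of genes were summarised by the median of their log2 ratios and tested with limma's fry, with Benjamini-Hochberg adjustment over lists and conditions, or over lists and differences. The lists were the 7 sterigmatocystin genes named in the paper, a region of 23 genes that holds them, of which 22 had a value, 12 monodictyphenone genes, 4 emericellamide genes, 5 F9775 genes and 11 dba genes, of which 10 had a value. The limits of the lists other than the 7 named genes and the members that Table S1 describes come from general knowledge of the loci and not from the paper. Limma's camera was run beside fry, with a preset and with an estimated correlation between genes. The numbers of genes called in both mutants were compared with independent lists and with 20 simulated sets in which the mutants shared 50% of the variance through their wild-type reference. The simulated variance was that between replicate arrays, so a deviation common to both replicates was not covered.

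The genes named in the text were set by a rule: gprB and gprD, every gene that the paper's results name by an AN number, the sterigmatocystin and monodictyphenone genes, and the 3 genes with the largest rise and the 3 with the largest fall in each condition among genes called, well above background in the brighter channel and changed in the same direction on both arrays. The marker gene argB and its neighbours AN4408 and AN4410 were added after gprD had been seen. Names come from the paper, its supplementary tables and a table of RefSeq gene symbols, which matched 9555 of the 10114 genes tested and gave 767 of them a symbol other than the locus.

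The fit was tested on simulated data with the spread of the real arrays and 200 changed genes in each condition. Between 96.0% and 97.5% of them were recovered, 0 with the wrong sign, with 1 or 2 false calls per condition.

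The alternatives were a normexp background correction (offset 50) with loess, median centring without lowess, the deposited log2 table, no filter on dim probes, a filter on all 8 arrays (8737 genes), outlier spots kept, the replicate number as a term, each comparison from its own arrays only, each array left out in turn, an adjusted or unadjusted p under 0.01, the log2 minimum with no test, and the one-class test of the methods over array means and over spots. Each was set before the data were examined. The one-class test over the 4 arrays of both time points, which the methods do not state, the counts of the one-class tests at an unadjusted p under 0.05, and a term for the replicate number within each time were added after the values had been seen. Tables were read with data.table 1.17.8 and pandas 2.3.3 with numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. The metabolome, the protein kinase A activity, the microscopy and the growth phenotypes of the paper were not analysed here.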

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

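The tests on the signal of gprD, on argB, on the number of genes that differ between the time points in ΔgprD, and on the dba genes were chosen after the results had been seen. The tests on the reference of the ΔgprD 48 h arrays and on the sterigmatocystin genes were planned, except that the comparison between the time points was chosen for genes called in both mutants after the values had been seen.

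Gene gprD (AN3387) differed between the arrays labelled ΔgprD 24 h and those of ΔgprD at 48 h. Its log2 ratio was lower at 48 h than on the arrays labelled ΔgprD 24 h by a difference of -3.913 (SE 0.311, adjusted p = 0.000145 from limma), with 0.83 and 0.18 on the single arrays labelled ΔgprD 24 h and -3.11 and -3.71 on those of 48 h. The Cy5 signal of gprD was not well above background on the arrays of 48 h, where it was at least 7.62-fold lower than the wild type, so the size of this difference is not exact. The difference was called under 11 of 12 alternatives and lay between -4.24 and -0.80 over them. It was lost with a normexp background correction and loess, at -0.80, where the offset draws the ratios of dim probes to 0. The marker gene argB (AN4409) differed in the same way, by -4.778 (SE 0.163, adjusted p = 2.41e-05), which was called under all 12 alternatives, between -5.40 and -4.38. It was higher than the wild type on both arrays labelled ΔgprD 24 h, at 1.41 and 1.37, and lower on both ΔgprD 48 h arrays, at -3.19 and -3.60. AN4408, beside argB, was lower on all 4 of these arrays, and its difference between the time points of -0.69 was not called (adjusted p = 0.0665).

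Several technical explanations for the gprD signal were excluded. An exchange of labels between a ΔgprB and a ΔgprD array would leave an array labelled ΔgprB without gprD, and 0 of them had a Cy5 signal not well above background. Exchanged dyes would leave the Cy3 channel of the arrays labelled ΔgprD 24 h without gprD, and this was so on 0 of the 2 arrays. No background correction or normalization made gprD lower at 24 h, where the lowest log2 ratio over the alternatives was 0.11. Wild-type RNA of the culture in the Cy3 channel would give few called genes, and 2723 were called. Wild-type RNA grown for 48 h would give ratios that follow the change of the wild type from 24 to 48 h, and their correlation with this change across genes was 0.0785. The change to the Cy3 signal of the ΔgprD 48 h arrays correlated with it at 0.995, but both changes start from the same ΔgprB 24 h arrays. Wild-type RNA of another culture was not excluded. ΔgprB RNA grown for 24 h would give ratios that follow those of the ΔgprB 24 h arrays, and the correlation across genes was 0.0342. ΔgprB RNA of another age or culture was not excluded. What stays open is that the Cy5 channel held RNA of another strain than at 48 h, which may also explain the difference of -4.78 in argB, but the strain and the time point cannot be told apart with these arrays. Another transcript bound by the gprD probe may give the signal as well. It was absent at 48 h, where gprD was well above background in Cy5 on 0 of the 2 arrays, but such a transcript could be made at 24 h alone. Expression of argB that changes with time alike in both mutants was excluded, since in ΔgprB, which carries the same marker, argB differed between the time points by 0.2007 (SE 0.163, adjusted p = 0.378). A change with time in ΔgprD alone is a biological explanation that stays open, and it would leave the gprD signal at 24 h to be explained.

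Between the arrays labelled ΔgprD 24 h and those of ΔgprD at 48 h, 3374 genes differed by limma's test of the difference, 1676 higher and 1698 lower at 48 h. In ΔgprB, 1129 genes did, 548 higher and 581 lower. The number in ΔgprD does not come from the normalization, since the lowest number over the alternatives that keep all arrays was 2188, with a normexp background correction and loess, where ΔgprB had 521. It does not come from a single array either, since the lowest number without 1 array was 3066, without ΔgprD 24 h replicate 1. The number in ΔgprB rests more on single arrays: without ΔgprB 48 h replicate 1 it fell to 209 higher and 226 lower, and without ΔgprB 24 h replicate 2 to 266 and 341. Each ratio is relative to the wild type of the same time, so a change in the wild type between the times enters these differences in both mutants. The age of the culture stays open as a biological explanation in both mutants. In ΔgprD the open question on the strain of the arrays labelled ΔgprD 24 h, tied to the argB difference of -4.78, may add to it.

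In ΔgprB the 10 dba genes rose between the time points relative to the wild type, by a median of 2.885 (fry, adjusted p = 0.0493, 7 genes called). Between the arrays labelled ΔgprD 24 h and those of 48 h the median difference was -0.12 (fry, adjusted p = 0.679). The shift in ΔgprB no longer passed the threshold of 0.05 when any 1 of the 4 ΔgprB arrays was left out, with medians of 3.67 and 2.22 without ΔgprB 24 h replicate 1 and 2 and of 3.05 and 2.88 without ΔgprB 48 h replicate 1 and 2, nor with a normexp background correction and loess, at 2.28. In the ΔgprB 48 h arrays only 2 of the 10 genes were well above background in Cy3 on both arrays, so a low wild-type signal at 48 h could hide a fall there and may account for the difference. It cannot be told apart from a change with the age of the culture, because a ratio of channels near background says little about either.

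Lower ratios of the sterigmatocystin region in both mutants were weighed in the same way. Loss of the chromosome segment would leave its genes without a Cy5 signal, and at least 17 of the 22 genes were well above background in Cy5 on all arrays of every condition. A fixed bias of the probes towards a dye would be the same at both times. In the region 13 genes differed between the arrays labelled ΔgprD 24 h and those of 48 h, and 7 did in ΔgprB. A fixed bias is therefore not the whole cause. Of the 266 genes called in the same direction in ΔgprB at 24 h and on the arrays labelled ΔgprD 24 h, 224 differed between the time points in a mutant. For these a fixed dye bias is not the whole cause either. A smaller fixed bias without a dye swap stays open, as does a shared effect of the deletions. A dye bias that depends on the signal was not excluded, because the channels were not balanced alike at both times. Before normalization the median Cy5 signal over the median Cy3 signal was 2.73 to 5.04 on the 24 h arrays. On the 48 h arrays it was 1.23 to 2.29. The label conflict on the reference of the ΔgprD 48 h arrays was tested with their Cy3 signal, whose lower correlation with the Cy3 signal of the ΔgprB 48 h arrays was 0.9966, against at most 0.824 with the ΔgprB 24 h arrays, which excludes a wild type grown for 24 h.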

How the results depend on the processing

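The methods' one-class test over both time points, a pooling the methods do not state, the counts at an unadjusted p under 0.05 and the replicate block within each time were added after the data had been seen, and all other alternatives were set before. The counts for both mutants at 24 h, the differences between the mutants at 24 h and those between the time points in ΔgprD use the arrays labelled ΔgprD 24 h. Results were compared as counts of genes, with a move of more than 1.5 times taken as a change, as medians of gene lists with their call by fry, and as ratios of named genes. None of the counts changed with the series matrix values, with no filter on dim probes, with outlier spots kept, with the replicate block, from each comparison's own arrays only, at an unadjusted p under 0.01, with the methods' t-test on spots or with no test. The sign of every median was kept, apart from the differences of the sterigmatocystin lists between the mutants at 24 h, and the cause of the changes was not tested unless it is named here.

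With a normexp background correction and loess, ΔgprB at 24 h had 119 genes up-regulated and 235 down-regulated and at 48 h 212 and 245. The arrays labelled ΔgprD 24 h had 452 up-regulated, and ΔgprD at 48 h had 412 and 430. Of the differences between the mutants, 597 were lower at 24 h, and 574 were higher and 525 lower at 48 h. Of those between the time points, 269 were higher and 252 lower in ΔgprB, and 884 were lower in ΔgprD. In both mutants, 2 genes were up-regulated and 139 down-regulated at 24 h, and 31 and 105 at 48 h. The other 3 counts stayed within 1.5 times. The share of called genes that were up-regulated fell from 46.8% to 33.6% in ΔgprB at 24 h and from 44.6% to 29.3% on the arrays labelled ΔgprD 24 h. On these arrays the median log2 ratio of all genes moved from 0.12 to -0.00060 with this correction, and changes there are relative to that shift. With median centring without lowess, 19 genes were up-regulated in both mutants at 24 h, and the share up-regulated in ΔgprB at 24 h was 36.5%. With the filter on all 8 arrays, which tests fewer genes, 293 genes were up-regulated in ΔgprB at 24 h. With an adjusted p under 0.01, 23 genes were up-regulated in both mutants at 24 h.

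The methods' t-test on array means takes the spread of each gene from 2 arrays alone. It called 37 genes up-regulated and 31 down-regulated in ΔgprB at 24 h, 58 and 46 at 48 h, 145 and 111 on the arrays labelled ΔgprD 24 h, and 82 and 88 in ΔgprD at 48 h. In both mutants it called 1 up-regulated and 1 down-regulated gene at 24 h, and 2 and 3 at 48 h. Of its calls on the arrays labelled ΔgprD 24 h, 56.6% were up-regulated. At a Benjamini-Hochberg adjusted p under 0.01 it called 0 genes in each condition and 0 in both mutants. At an unadjusted p under 0.05 it called 298, 433, 1128 and 750 genes in the conditions, in the same order. The limma counts of these conditions, at the less strict adjusted p under 0.05, were 976, 898, 2723 and 1613.

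The methods' t-test over both time points called 176 and 117 genes in ΔgprB at 24 h, 180 and 112 at 48 h, 127 and 213 on the arrays labelled ΔgprD 24 h, and 111 and 201 in ΔgprD at 48 h. In both mutants it called 1 and 21 genes at 24 h and 1 and 22 at 48 h. The share up-regulated was 60.1% and 61.6% in ΔgprB and 35.6% in ΔgprD at 48 h. At an adjusted p under 0.01 it called 0 and 0 genes in ΔgprB at each time. It then called 0 and 1 on the arrays labelled ΔgprD 24 h and in ΔgprD at 48 h, and 0 in both mutants. At an unadjusted p under 0.05 it called 492, 475, 792 and 683. On the series matrix values it called 170 and 137, 176 and 134, 127 and 213, and 111 and 200 genes, and in both mutants 1 and 21 at 24 h and 2 and 22 at 48 h. At an adjusted p under 0.01 these were 0 and 0 in ΔgprB at each time, 1 and 1 in ΔgprD at each, and 0 in both mutants. At an unadjusted p under 0.05 there were 537, 515, 797 and 689.

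Without 1 array, the lone array of the condition is assumed to vary like the other groups. The genes up-regulated in ΔgprB at 24 h were then between 222 and 476 and those down-regulated between 293 and 554, and at 48 h between 282 and 287 and between 292 and 323. For the arrays labelled ΔgprD 24 h they were between 966 and 1536 and between 1250 and 1687, and in ΔgprD at 48 h between 721 and 830 and between 639 and 743. The differences between the mutants were between 1417 and 1655 higher and between 1164 and 1522 lower at 24 h, and between 738 and 836 and between 778 and 859 at 48 h. Between the time points they were between 209 and 500 higher and 226 and 466 lower in ΔgprB, and between 1541 and 1802 and between 1525 and 1863 in ΔgprD. In both mutants, between 18 and 68 genes were up-regulated and between 148 and 264 down-regulated at 24 h, and between 56 and 85 and between 117 and 186 at 48 h. There were 222 and 293 genes in ΔgprB at 24 h without ΔgprB 24 h replicate 2, 266 and 341 between its time points, and 18 and 148 in both mutants. Without ΔgprB 48 h replicate 1 there were 282 and 292 in ΔgprB at 48 h, 209 and 226 between its time points, and 56 and 117 in both mutants, and without ΔgprB 48 h replicate 2 there were 287 up-regulated in ΔgprB. In both mutants 21 and 68 genes were up-regulated at 24 h without ΔgprD 24 h replicate 1 and 2, and 121 were down-regulated at 48 h without ΔgprD 48 h replicate 1.

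The region of sterigmatocystin genes changed the sign of its difference between the mutants at 24 h, a difference that was not called in the fit of all arrays. It went from -0.12 to 0.21, a called difference, without ΔgprD 24 h replicate 2. It was also above 0 but not called with median centring (0.13), with the mean in place of the median (0.16) and without ΔgprB 24 h replicate 2 (0.04), as was that of the 7 named genes without ΔgprD 24 h replicate 2 (0.02). At 48 h the difference of the region lost its call with median centring without lowess (0.62), with the series matrix values (0.71), with outlier spots kept (0.71) and with the replicate block (0.71), and that of the 7 named genes lost it with median centring (0.68). With normexp and loess, the emericellamide genes in ΔgprB at 48 h gained a call at -0.56, and the dba genes lost theirs in ΔgprD at 48 h, at 0.57. The rise of the dba genes between the time points in ΔgprB lost its call with normexp and loess (2.28), median centring (3.44), the series matrix values (2.86), outlier spots kept (2.89) and the filter on all 8 arrays (1.64), which leaves out genes of the list. With that filter the dba difference between the mutants at 48 h gained a call, at -4.96. With the replicate block, the monodictyphenone genes in ΔgprB at 24 h lost their call at 1.47 and the emericellamide genes in ΔgprB at 48 h gained one at -0.58.

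The fit of each comparison's own arrays and camera change the test and not the median. With own arrays only, calls were lost in ΔgprB at 24 h by the dba (-3.41), emericellamide (-1.40) and monodictyphenone genes (1.47). They were lost on the arrays labelled ΔgprD 24 h by the dba (3.43), emericellamide (-3.51), F9775 (-3.59), monodictyphenone (-4.63), named sterigmatocystin (-2.92) and region genes (-2.60), and in ΔgprD at 48 h by the F9775 (-2.85) and monodictyphenone genes (-3.02). Differences lost their calls for the dba (-6.84) and emericellamide genes (1.87) at 24 h, the F9775 genes at 48 h (2.84) and the dba genes between the time points in ΔgprB (2.88). Calls were gained by the emericellamide genes in ΔgprB at 48 h (-0.58) and by the differences at 48 h of the dba (-2.28) and emericellamide genes (0.96). With camera at a preset correlation, the emericellamide genes in ΔgprB at 48 h (-0.58) and the dba difference at 48 h (-2.28) gained calls. Among the differences between the time points in ΔgprD, the monodictyphenone genes gained a call (1.31) and the emericellamide genes lost theirs (1.36). With the correlation estimated from 8 arrays, every call of fry was lost, with adjusted p values of 0.222 or above. Apart from other differences between the time points, these were the shifts that lost calls with own arrays only, the named sterigmatocystin genes in ΔgprB (-3.46 and -3.22) and in ΔgprD at 48 h (-4.07), the region in ΔgprB (-2.25 and -3.19) and in ΔgprD at 48 h (-3.74), and the monodictyphenone genes in ΔgprB at 48 h (2.27). They also were the emericellamide (-1.95) and dba genes (2.46) in ΔgprD at 48 h and the differences of the F9775 (3.75) and monodictyphenone genes at 24 h (6.22), and of the monodictyphenone (5.43), named sterigmatocystin (0.80) and region genes (0.71) at 48 h.

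Without 1 array, the medians in ΔgprB at 24 h lay between -4.44 and -2.56 for the dba genes, -1.63 and -1.16 for the emericellamide genes, and 1.13 and 1.80 for the monodictyphenone genes. In ΔgprB at 48 h the monodictyphenone median lay between 2.23 and 2.31, and in ΔgprD at 48 h the dba median lay between 2.26 and 2.44. The differences between the mutants lay between 1.37 and 2.44 for the emericellamide genes and -0.27 and 0.21 for the region at 24 h. At 48 h they lay between 2.28 and 3.39 for the F9775 genes, 0.72 and 0.93 for the named sterigmatocystin genes and 0.54 and 0.79 for the region. The dba difference between the time points in ΔgprB lay between 2.22 and 3.67. Apart from the region at 24 h, each of these lost its call when an array was left out. These were, without ΔgprB 24 h replicate 1, the emericellamide (-1.16) and monodictyphenone genes (1.80) in ΔgprB and the emericellamide difference (2.20), and without replicate 2 the dba (-2.56) and monodictyphenone genes (1.13) and the emericellamide difference (1.63). Without ΔgprB 48 h replicate 1 or 2 they were the monodictyphenone genes in ΔgprB (2.31 and 2.23) and the differences of the F9775 (2.79 and 2.88), named sterigmatocystin (0.93 and 0.82) and region genes (0.75 and 0.59). Without ΔgprD 48 h replicate 1 they were the dba genes (2.26) and the region difference (0.79), and without replicate 2 the dba genes (2.44) and the named (0.72) and region differences (0.54). The dba difference between the time points lost its call without any 1 of its 4 arrays.

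With the replicate number as a term, ΔgprB had 452 and 523 genes at 24 h and 447 and 452 at 48 h, the arrays labelled ΔgprD 24 h had 1209 and 1518, and ΔgprD at 48 h had 836 and 788. The replicate deviations of different mutants at the same time correlated across genes at 0.354 at 24 h and 0.418 at 48 h, and those of any other pair of conditions between -0.0401 and 0.0263. The arrays of a replicate number share a slide at both times, so the slide does not account for this pattern, and its cause was not tested. With a replicate block within each time, run for the differences between the mutants, 1574 were higher and 1305 lower at 24 h, and 935 and 942 at 48 h. The dba difference at 48 h was then called (-2.28), and those of the F9775 genes at 24 h (3.75) and 48 h (2.84), the named sterigmatocystin genes (0.80) and the region (0.71) at 48 h were not, in a fit with 2 residual degrees of freedom. For rodA the difference at 24 h was then called (1.16, adjusted p = 0.0499), and so was that of AN7893 at 48 h (-1.27, adjusted p = 0.0354), with no other call changed among the 93 named genes.

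Of 108 ratios of named genes, 13 lost their call with normexp and loess and 4 with median centring, and 1 gained one. Signal over background limits the values of dim genes: of the 10 dba genes in ΔgprB at 48 h, 7 had no Cy3 signal well above background on either array, and 4 had none in either channel.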

Differences from the paper's values

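The paper's count of differentially expressed genes in ΔgprB at 24 h is 308, and limma called 976. At 48 h the paper's count is 311, and limma called 898. Of the alternatives set before the data were examined, the normexp background correction with loess came within 1.5 times of the paper in both, with 354 and 457, and none of the others did. The t-test on array means at an unadjusted p under 0.05, chosen after seeing the values, also came within 1.5 times in both, with 298 and 433. For the arrays labelled ΔgprD 24 h the paper's count is 341, and limma called 2723. The methods' t-test on array means came within 1.5 times of it, with 256, and none of the others did. For ΔgprD at 48 h the paper's count is 312, limma called 1613, and none of the alternatives set before came within 1.5 times. The methods' t-test over the 4 arrays of both time points, chosen after seeing the values, came within 1.5 times in all 4 conditions, with 293, 292, 340 and 312. The methods do not state that the time points were pooled. On the deposited log2 table the same test, also chosen after seeing the values, gave 307, 310, 340 and 311.

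Table S1 lists 307, 310, 340 and 311 genes with a ratio for these conditions, in the same order. The test over both time points on the deposited log2 table, chosen after seeing the values, called exactly these genes in each condition, with log2 ratios that differed from the paper's by at most 5e-06. At a Benjamini-Hochberg adjusted p under 0.01 this test kept at most 2 genes in a condition. On the Feature Extraction ratios it shared 283, 283, 332 and 306 genes with Table S1.

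For genes up-regulated in both mutants at 24 h, here with the arrays labelled ΔgprD 24 h, the paper's count is 1 and the count here was 35. At 48 h the paper's count is 2 and the count here was 86. The methods' t-test on array means came within 1.5 times of both, with 1 and 2, and none of the others did. The test over both time points, chosen after seeing the values, gave 1 and, on the deposited log2 table, 2. For genes down-regulated in both mutants the paper's counts are 21 and 22, and the counts here were 231 and 183. None of the alternatives set before came within 1.5 times, and the test over both time points, chosen after seeing the values, gave 21 and 22.

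For AN2606 the paper's fold is 6-fold lower in ΔgprD, and the folds here were 13.3 on the arrays labelled ΔgprD 24 h and 6.94 at 48 h. The single arrays labelled ΔgprD 24 h gave it log2 ratios of -4.50 and -2.97, so the larger fold is not precise. For AN9174 the paper's fold is 6-fold lower in ΔgprD, and the folds here were 9.573 on the arrays labelled ΔgprD 24 h and 3.885 at 48 h. Of the alternatives set before, the normexp background correction with loess (5.733) and the fit without ΔgprD 24 h replicate 1 (7.81) came within 1.5 times of the paper at 24 h, and median centring without lowess (4.294) and the fit without ΔgprD 48 h replicate 1 (4.555) did at 48 h, while the others did not.

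Of the 69 log2 ratios of named genes compared with Table S1, 3 differed by more than the SD of the arrays, and the largest difference among all 69 was 0.123. For AN7812 on the arrays labelled ΔgprD 24 h the paper's value is -2.605 and the value here was -2.728, and with outlier spots kept or with the deposited log2 table it fell within the SD, at -2.60 and -2.61. For AN8803 in ΔgprD at 48 h the paper's value is -2.208 and the value here was -2.206, and with the deposited log2 table or without ΔgprD 48 h replicate 1 it fell within the SD. For AN8659 in ΔgprD at 48 h the paper's value is -1.426 and the value here was -1.395, and with the deposited log2 table it fell within the SD. The others of these alternatives that gave a value stayed outside it for these 3 genes.

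Some statements of the paper differ in direction or extent from the values here. The paper presents the arrays of ΔgprD at 24 h as those of a strain without gprD, and on them gprD had a log2 ratio of 0.50 and was well above background in both channels. The paper places most categorized genes of the mutants under Metabolism, and in its Table S2 this holds for 66 of 120 entries of ΔgprB but 57 of 139 of ΔgprD. Among the up-regulated genes of ΔgprD, the paper's Table 1 gives 16 under Metabolism and 15 under Transport, while its Table S2 holds 14 and 15. For transporters, the totals stated in its text are other than those in its Table S2, where Transport holds 16 entries for ΔgprB and 26 for ΔgprD.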

Other observations

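The comparisons in this part were chosen after the values had been seen, apart from the limma differences between mutants and between time points.

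Genes called in the same direction in ΔgprB at 24 h and on the arrays labelled ΔgprD 24 h numbered 266, and 41 of them were also called in the same direction in both mutants at 48 h. Among genes called in ΔgprB at either time, 17.3% were called in the same direction at both, and among those of ΔgprD 14.2%, the arrays labelled ΔgprD 24 h included. The paper does not report how many genes its conditions share over time.

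In ΔgprB at 48 h, gprD (AN3387) was up-regulated, with log2 ratios of 1.43 and 1.06 on the single arrays (adjusted p = 0.00918 from limma), while at 24 h it had -0.30 and -0.70 and was not called. Its difference between the time points in ΔgprB was 1.74 (adjusted p = 0.0129). The paper does not report gprD in ΔgprB.

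The dba and monodictyphenone genes went in opposite directions in ΔgprB at 24 h and on the arrays labelled ΔgprD 24 h. The dba genes were lower in ΔgprB than on the arrays labelled ΔgprD 24 h by a median of -6.84 (fry, adjusted p = 0.00961) and lower than in ΔgprD at 48 h by -2.28 (fry, adjusted p = 0.0772). At 48 h the difference did pass with the filter on all 8 arrays, at -4.96, where the genes near background were left out.

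Gene AN2380 had the largest rise in ΔgprB at both times, with log2 ratios of 5.49 and 5.83 (higher on 4 of 4 arrays). The rule took genes called there, well above background in the brighter channel and changed in the same direction on both arrays. AN2379 was at least 14.2-fold higher in ΔgprB at 24 h, where its wild-type signal was not well above background on either array. In ΔgprD at 48 h the largest rises by the same rule were those of AN0528, AN7898 and AN0531, at 6.80, 5.17 and 4.97. The paper's results do not name AN2380, AN2379, AN0528 or AN0531.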
